# Neurobehavioral abnormalities following prenatal psychosocial stress are differentially modulated by maternal environment

**DOI:** 10.1038/s41398-022-01785-5

**Published:** 2022-01-17

**Authors:** Sandra P. Zoubovsky, Michael T. Williams, Sarah Hoseus, Shivani Tumukuntala, Amy Riesenberg, Jay Schulkin, Charles V. Vorhees, Kenneth Campbell, Hee-Woong Lim, Louis J. Muglia

**Keywords:** Molecular neuroscience, Psychiatric disorders

## Abstract

Prenatal stress (PS) is associated with increased vulnerability to affective disorders. Transplacental glucocorticoid passage and stress-induced maternal environment alterations are recognized as potential routes of transmission that can fundamentally alter neurodevelopment. However, molecular mechanisms underlying aberrant emotional outcomes or the individual contributions intrauterine stress versus maternal environment play in shaping these mechanisms remain unknown. Here, we report anxiogenic behaviors, anhedonia, and female hypothalamic-pituitary-adrenal axis hyperactivity as a consequence of psychosocial PS in mice. Evidence of fetal amygdala programming precedes these abnormalities. In adult offspring, we observe amygdalar transcriptional changes demonstrating sex-specific dysfunction in synaptic transmission and neurotransmitter systems. We find these abnormalities are primarily driven by in-utero stress exposure. Importantly, maternal care changes postnatally reverse anxiety-related behaviors and partially rescue gene alterations associated with neurotransmission. Our data demonstrate the influence maternal environment exerts in shaping offspring emotional development despite deleterious effects of intrauterine stress.

## Introduction

Substantial evidence from human and animal studies indicates that exposure to prenatal stress (PS) is a critical risk factor for developing neuropsychiatric disorders later in life [1–3]. However, the contributing mechanisms by which these intrauterine challenges program disease susceptibility remain largely unknown. Studies in rodents have demonstrated that PS can result in the emergence of anxiety-like and depressive-related behaviors, reduced social interaction, and deficits in attention and learning [4, 5]. These phenotypes are often accompanied by dysregulation in hypothalamic-pituitary-adrenal (HPA) axis activity [6], the main neuroendocrine system regulating responses to stress, and such dysregulation is a common feature in humans suffering from depression and anxiety disorders [7]. The effects of PS in rodents on offspring neurodevelopmental outcomes seem to be in part dependent on the type of stress experienced, timing of exposure, and offspring sex [1, 4, 8]. PS paradigms commonly utilized in animal studies rely on physical stressors, such as restraint, or do not accurately portray the multifaceted nature of stress experienced by women [9, 10]. As such, it becomes imperative to study the effects of gestational insults that are more translationally relevant, such as exposure to chronic variable psychosocial stressors.

Human and rodent studies have also demonstrated that PS is correlated with abnormalities in maternal behavior [11]. There is substantial evidence indicating that variations in maternal care can strongly influence offspring behavior and HPA axis activity [1, 12]. This raises the intriguing question of whether the neurodevelopmental programming effects of maternal stress are a consequence of in-utero disruptions or alterations in maternal care.

PS alters the developmental trajectory of vulnerable brain structures, resulting in functional changes that are thought to underlie the risk for developing emotional disorders [13]. The amygdala is a key site for integrating neuroendocrine and behavioral responses to stress and plays an essential role in emotion regulation [14]. Most research examining the effects of PS that are psychosocial in nature (exposure to social defeat) have focused on measuring gene expression changes in key molecular regulators of the HPA axis [4]. Upregulation in the glucocorticoid receptor (GR) and corticotropin-releasing hormone (CRH) have been noted, as well as altered CRH receptor (CRH R) levels [15–17]. While these findings underscore the importance of characterizing gene transcription changes in the amygdala to better understand the physiological basis of affective disturbances, sex-specific alterations in amygdalar transcriptional profiles in response to psychosocial PS and whether these changes arise in-utero or from alterations in maternal care remains to be investigated.

To address these questions, we developed a chronic gestational stress (CGS) paradigm which consists of exposing pregnant mice to psychosocially challenging insults presented in an unpredictable fashion from gestational day 6.5–17.5. Employing these mild to moderate psychosocial manipulations allows us to better mimic stressors experienced by women during pregnancy [18]. We have previously found exposure to our paradigm results in the development of depression and anxiety-like phenotypes in dams as well as abnormalities in maternal behavior, evidenced by the emergence of fragmented and erratic maternal care patterns [19]. Here, we investigated the effects of psychosocial PS on offspring behavior and neuroendocrine function. To elucidate the molecular mechanisms underlying the various phenotypes observed, we compared amygdalar transcriptional profiles of control (CTRL) and PS offspring since the amygdala represents a nodal point between the HPA axis and emotional output. Lastly, to dissociate the impact of in-utero stress from abnormalities in maternal care resulting from stress during gestation, we performed cross-fostering (CF) of pups at birth between CTRL and CGS dams (Fig. 1).

**Fig. 1:**
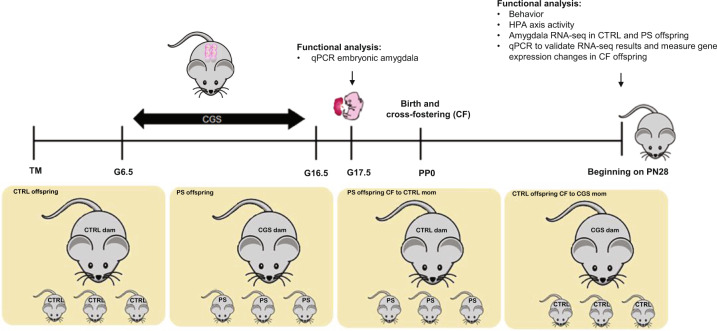
Schematic outlining of the experimental paradigm. Psychosocial stress was performed from gestational day 6.5 (G6.5) to G17.5. Fetal amygdala qPCR was performed on G17.5. A separate subset of mice was cross-fostered (CF) at birth so as to generate four separate groups for our studies. Functional analysis was carried out in these four groups beginning at postnatal (PN) day 28, including behavior and neuroendocrine characterization. RNA-seq analysis was performed in control and PS offspring amygdala samples and a subset of differentially expressed genes from this analysis were measured in cross-fostered offspring amygdala samples via qPCR.

## Materials and methods

### Animals

C57BL6/J mice were obtained from Jackson Laboratory. Mice were housed on a 14 h/10 h light–dark cycle with access to water and chow *ad libitum*. Female mice between 3 and 6 months of age were set up for timed-mating at 1800 h and separated the following morning at 0800 h. Simple randomization was used to divide mice with a copulatory plug, which was denoted as 0.5 days post-coitum, into two experimental groups (CTRL and CGS). All mouse experiments were in accordance with the guidelines of the National Institutes of Health and were approved by the Cincinnati Children’s Medical Center Animal Care and Use Committee.

### Psychosocial prenatal stress

Chronic psychosocial stress paradigm during pregnancy (CGS) was conducted as previously described [19]. Briefly, from gestational day (G) 6.5–16.5, mice assigned to the stress group were exposed to variable psychosocial insults 2 times per day, 2 h each, and an overnight stressor. Stressors included exposure to dirty rat bedding, foreign object (marble or lego) exposure, 30° cage tilt, bedding removal, frequent bedding changes, overnight lights on, overnight wet bedding, and overnight cage mate change. Control mice were not disturbed.

### Cross-fostering (CF)

Pups were switched with another litter within 24 h of birth, so as to generate four groups for our studies: CTRL offspring, PS offspring, PS offspring CF to CTRL mom, CTRL offspring CF to CGS mom.

### Offspring behavioral assessment

Behavioral tests were conducted in offspring when they reached postnatal day (PN) 28. One cohort underwent testing for anxiety-related behaviors using light–dark transition box (LD), followed by open field test (OFT) to assess for changes in locomotor activity, social interaction assay (SI) to measure alterations in sociability, and fear conditioning (FC) to quantify deficits in associative learning. A second cohort was used to assess behavioral coping strategy to stress using the forced swim test (FST). A third cohort was used to measure changes in anhedonia using the sucrose preference test (SPT). Experimenters were blinded to group membership.

*Light*–*dark transition box (LD)*. The LD was performed as previously described [20]. Mice were placed on the lighted side and the amount of time spent in each side of the apparatus, as well as number of crossings, was recorded over a 10 min period.

*Open field test (OFT).* The OFT was conducted as previously described [21]. Mice were tested for 1 h and locomotor activity was analyzed in 5 min intervals.

*Social interaction assay (SI).* SI was performed as previously described [22] with minor modifications. Amount of time spent interacting with the stranger mouse was used to quantify the degree of social interaction.

*Fear conditioning test (FC).* The FC assay which consisted of CS/US training and contextual and auditory cued components for fear conditioning was performed as previously described [23] in order to assess associative learning. Freezing behavior was quantified on day two (contextual fear testing) and three (cued fear testing).

*Forced swim test (FST).* The FST was performed as previously described [22]. Duration of immobility, as well as the frequency of immobility episodes, were recorded.

*Sucrose preference test (SPT).* The SPT was conducted as previously described [19]. Water and sucrose consumption (ml) were measured and preference was calculated using the average of the measurements from the last 4 days with the following formula: % preference = [(sucrose consumption/sucrose + water consumption) × 100].

### Serum corticosterone (CORT) measurements

In a separate cohort of mice, submandibular bleeds were performed at PN28 at circadian nadir, peak, and immediately following a 15 min swim in water (25 °C). Serum CORT measurements were performed by ELISA per manufacturer’s protocols (Arbor Assay, Ann Arbor, MI).

### Maternal behavior assessment

A separate cohort of mice was used for maternal behavior assessment, as previously described [19]. From postpartum day 2 to 5 (PP2-PP5), dams were observed for a 30 min period during the light cycle and the percentage of time spent nursing, licking/grooming pups, and off nest were recorded. The degree of fragmentation in maternal care was represented by the total number of licking/grooming bouts and the average length of an individual bout [19, 24]_._ The entropy rate was used to quantify the degree of unpredictability in maternal care, as previously described [19, 24–26]. Pup retrieval test was performed on PP6, as previously described [19]. Latency for dams to recover the first pup and the rest of the pups were recorded.

### Maternal milk corticosterone (CORT) measurements

Milk was collected from dams on PP9 as previously described [27]. Dams were separated from pups for 4 h prior to milking and anesthetized with ketamine (0.1 ml/20 g body weight ip) (Sigma, St. Louis, MO). Oxytocin (20 USP/ml ip) (Sigma) was injected to promote milk letdown and milk was collected 15 min after injection from each teat with capillary tubes (Drummond Scientific, Broomall, PA) and stored at −20 °C. Milk CORT measurements were performed by ELISA per the manufacturer’s protocol (Abcam, Cambridge, UK).

### Mouse tissue collection, amygdala microdissections, and RNA isolation

Pregnant female mice were euthanized on G17.5. Fetuses were collected. Tail tissue samples were used for genotyping to identify the sex of individual fetuses as previously described [16]. Brains from corresponding fetuses were collected and the ventrolateral portions of caudal telencephalic gross sections containing the amygdala were microdissected. For PN28 offspring, mice were sacrificed via cervical dislocations and brains were harvested, immediately frozen on dry ice, and stored at −80 °C. Amygdalar dissections were performed as previously described [28]. RNA from fetal brain and PN28 amygdalar dissections was purified using RNeasy Micro Kit (Qiagen, Hilden, Germany).

### quantitative PCR (qPCR)

RNA was converted to cDNA using the Quantitect Reverse Transcriptase Kit (Qiagen) and stored at −20 °C. qPCR was performed using Taqman system with Taqman Gene Expression Master Mix (ThermoFisher Scientific) on each cDNA sample as previously described [19] with minor modifications. Gene expression data were calculated using the ΔΔCt method.

### RNA-sequencing

RNA isolated from amygdalar microdissections from four control and four PS offspring (per sex) from different litters at PN28 was used for directional RNA-seq performed by the Genomics, Epigenomics, and Sequencing Core at the University of Cincinnati following previously published methods [29, 30]. The sequencing setting of single read 1 × 85 bp to generate ∼50 M reads per sample was used. Sequencing data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE189330.

### RNA-sequencing analysis

RNA-seq reads were aligned to mouse genome, mm10, using STAR aligner [31]. Raw reads counts aligned to each genes were measured using FeatureCounts [32]. Differentially expressed genes (DEGs) were analyzed using RUVseq [33] and EdgeR [34]. Genes with fold-change > 1.5 and FDR < 0.05 were selected as differential genes for gene ontology analysis using EnrichR [35].

### Statistics

Data were analyzed by mixed linear factorial ANOVA with degrees of freedom calculated using the Kenward-Roger method (Proc Mixed, SAS version 9.4, SAS Institute, Cary, NC, USA), two-way ANOVA test followed by Tukey’s post hoc test (Prism 7.0c software; GraphPad Software, Inc., San Diego, CA, USA), or unpaired two-tailed *t*-test (Prism 7.0c software) as indicated in figure legends. *P* ≤ 0.05 was considered significant. The n represents either offspring, litter numbers, or dams as indicated in figure legends. Results are reported as mean ± standard error of the mean (s.e.m.).

## Results

### Effects of psychosocial stress and cross-fostering on maternal behavior

We had previously published exposure to psychosocial stress during pregnancy results in abnormalities in the quality of maternal care, including fragmented and erratic maternal care patterns, as well as increased time retrieving pups in pup retrieval task [19], summarized in Table S1. To assess whether CF of offspring results in differences in maternal behavior, we examined the quantity and quality of maternal signals delivered by CTRL dams with CF PS offspring and CGS dams with CF CTRL offspring in the early postpartum period. No differences were observed in quantitative measures of maternal care, including percent time spent grooming CF offspring (Fig. S1A; t-test, *t*_16_ = 1.190, *P* = 0.2514), nursing CF offspring (Fig. S1B; t-test, *t*_16_ = 0.1082, *P* = 0.9152), or off-nest (Fig. S1C; t-test, *t*_16_ = 1.078, *P* = 0.2970), suggesting the overall duration of maternal care received was not affected by CF of offspring. However, CGS dams with CF CTRL offspring exhibited abnormalities in more qualitative aspects of maternal behavior, including increased fragmentation, defined by significantly shorter mean duration of licking/grooming bouts (Fig. S1D; t-test, *t*_16_ = 2.870, *P* = 0.0111) and a significant increase in the average number of bouts (Fig. S1E; t-test, *t*_16_ = 2.641, *P* = 0.0178), as well as a trend towards more unpredictable and chaotic maternal care patterns, as quantified by a trend towards an increased entropy rate (Fig. S1F; t-test, *t*_16_ = 1.798, *P* = 0.0910). We further assessed maternal care via the pup retrieval task. Although no differences were found in the latency to retrieve the first pup (Fig. S1G; t-test, *t*_16_ = 1.684, *P* = 0.1117), CGS dams with CF CTRL offspring displayed a significant increase in time needed to retrieve all pups (Fig. S1H; t-test, *t*_16_ = 2.526, *P* = 0.0225). These results are consistent with maternal behavior analysis previously performed [19] comparing control vs CGS dams without CF offspring, and indicate PS offspring CF to CTRL moms are experiencing changes in their postnatal maternal environment characterized by more consistent, less fragmented maternal signals when compared to CTRL offspring CF to CGS moms.

### Effects of psychosocial PS and changes in postnatal maternal environment on behavior

We next measured the effects of psychosocial PS on anxiety-like behaviors via LD. A significant PS × CF interaction was detected in the total amount of time spent in the light zone of LD (Fig. 2A; *F*_1,27.7_ = 9.68, *p* = 0.0043). Offspring exposed to psychosocial PS showed a decrease in total time spent in the light zone when compared with age-matched CTRL offspring (*P* = 0.0023). This reduction was reversed in PS offspring CF to CTRL mothers (*P* = 0.0005), suggesting the emergence of an anxiety-like phenotype following PS that is significantly improved by changes in maternal care. No differences were observed between CTRL offspring and CTRL offspring CF to CGS mothers (*P* = 0.6456), indicating the fragmented maternal care patterns displayed by dams exposed to psychosocial stress during pregnancy [19] are not contributing to the emergence of anxiety-related behaviors in offspring. When evaluating the total number of entries into the light zone, a significant CF effect was detected (Fig. 2B; *F*_1,19.1_ = 40.44, *P* < 0.0001), where both PS offspring raised by CTRL mothers and CTRL offspring raised by CGS dams had more entries into the light zone. Despite these changes, analysis of locomotion in OFT revealed no significant effect of CF (Fig. 2C; *F*_1,26.9_ = 0.04, *P* = 0.8419) or PS effect (Fig. 2C; *F*_1,26.9_ = 0.48, *P* = 0.4940), suggesting that behavioral abnormalities or normalization of anxiety-like behaviors in PS offspring CF to CTRL mothers are not due to ambulatory changes.

**Fig. 2:**
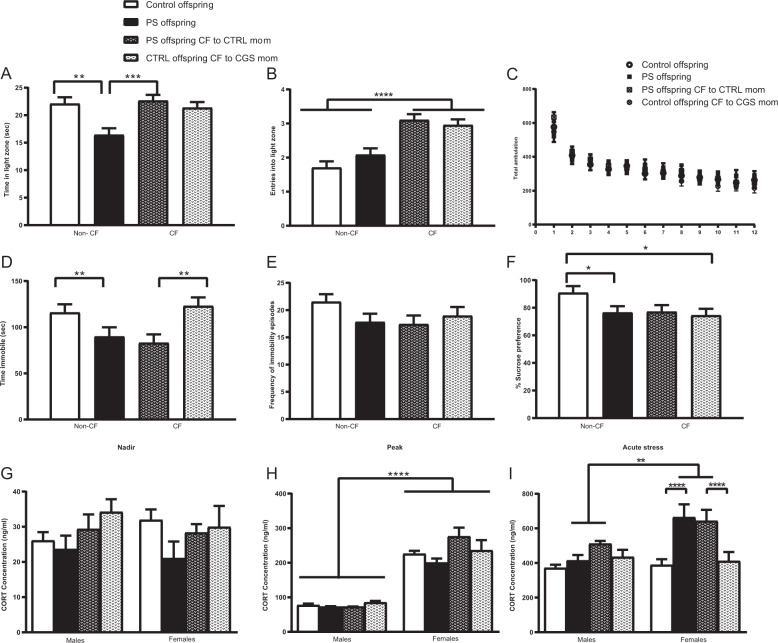
Psychosocial PS leads to behavioral abnormalities and female-specific neuroendocrine abnormalities that are differentially modulated by postnatal maternal environment. **A** Time spent and **B** entries into light compartment in LD, CTRL offspring = 30, PS offspring = 30, PS offspring CF to CTRL mom = 39, CTRL offspring CF to CGS mom = 40. **C** Total ambulation in OFT, CTRL offspring = 30, PS offspring = 30, PS offspring CF to CTRL mom = 39, CTRL offspring CF to CGS mom = 40. **D** Time spent immobile and **E** frequency of immobility episodes in FST, CTRL offspring = 38, PS offspring = 31, PS offspring CF to CTRL mom = 30, CTRL offspring CF to CGS mom = 29. **F** Percent sucrose preference as measured in the SPT, CTRL offspring = 28, PS offspring = 30, PS offspring CF to CTRL mom = 28, CTRL offspring CF to CGS mom = 28. Serum CORT measurements performed on PN28 at **G** nadir, **H** peak, and **I** after 15 min swim, CTRL offspring = 5–7, PS offspring = 5–7, PS offspring CF to CTRL mom = 6–7, CTRL offspring CF to CGS mom = 7, per sex per time point. Data presented as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 mixed linear ANOVA with prenatal stress × cross-fostering × sex model and litter as a randomized block factor. For OFT, interval was a repeated measures factor.

In a separate experiment, we used the FST to assess for the type of coping strategy (active vs. passive) [36] displayed by PS offspring when being exposed to an acute inescapable stressor. We found a significant PS effect on the total amount of time spent immobile (Fig. 2D; *F*_1,30.6_ = 12.12, *P* = 0.0015). Interestingly, both PS offspring and PS offspring CF to CTRL mothers exhibited a significant reduction in immobility time when compared with respective CTRLs. We interpret this measure to reflect a more active coping strategy in PS offspring when faced with a stressor (e.g., swimming), which becomes significant as altered stress coping strategies have been found to be associated with a higher vulnerability for aberrant emotional outcomes, such as anxiety [37, 38]. Our data further suggest this alteration in stress coping strategy is a result of in-utero stress and not modulated by changes in postnatal environment (e.g., maternal care) as time spent immobile in CTRL offspring raised by CGS dams was similar to CTRL offspring raised by CTRL mothers (Fig. 2D; *F*_1,30.6_ = 0.54, *P* = 0.4673 for PS × CF interaction). No differences were observed across groups in the total number of immobility episodes (Fig. 2E; *F*_1,25_ = 2.91, *P* = 0.1006 for PS effect; *F*_1,25_ = 0.91, *P* = 0.3487 for CF effect). We used the SPT to evaluate anhedonia, a symptom often seen in depression [39]. A significant PS × CF interaction was observed on the preference for 4% sucrose solution (Fig. 2F; *F*_1,26.9_ = 3.24, *p* = 0.0416). PS offspring displayed significantly reduced preference for 4% sucrose than age-matched CTRL offspring (*P* = 0.0396), a measure considered to represent an inability to experience pleasure. Interestingly, the emergence of this anhedonic behavior seemed to be mediated by both effects of in-utero stress and alterations in postnatal maternal environment as CTRL offspring raised by stressed mothers also exhibited a reduction in sucrose preference when compared with non-CF CTRLs (*P* = 0.0221). Our data suggest that anhedonic characteristics could not be rescued by normalizing maternal care delivered to pups as PS offspring CF to CTRL dams exhibited a similar reduction in sucrose preference as non-CF PS offspring (*P* = 0.9252). Noteworthy, no significant sex × PS interaction was found on the amount of time spent in the light zone in LD (Fig. 2A; *F*_1,105_ = 0.00, *P* = 0.9951), on the amount of time spent immobile in the FST (Fig. 2D; *F*_1,93.9_ = 1.62, *P* = 0.2064), and on 4% sucrose preference in the SPT (Fig. 2F; F_1, 84.9_ = 0.00, *P* = 0.9816), indicating male and female PS offspring were equally affected in the behavioral parameters measured by these assays.

There were no differences in the total amount of time spent socializing with a stranger mouse in SI in PS offspring when compared with CTRLs (Fig. S2A) or in associative learning as measured by no changes in freezing behavior during FC (Fig. S2B−D).

### Effects of psychosocial PS and changes in postnatal maternal environment on neuroendocrine function

In order to determine the effects of psychosocial PS on neuroendocrine function, we measured circadian concentrations in serum CORT levels and in response to a novel acute stressor at PN28. No differences were observed in CORT measurements at the circadian nadir timepoint (Fig. 2G; *F*_1,21_ = 2.92, *P* = 0.1023 for PS effect; *F*_1,21_ = 0.03, *P* = 0.8598 for sex effect; *F*_1,21_ = 0.22, *P* = 0.6462 for PS × sex interaction). Analysis of peak CORT values revealed no effect of PS (Fig. 2H; *F*_1,20.3_ = 0.00, *P* = 0.9631), although there was a significant main effect of sex (Fig. 2H; *F*_1,22_ = 198.13, *p* < 0.0001). Increased CORT was measured at the peak timepoint in females across all our groups when compared with males, a normal sex-variation often noted in HPA axis activity [40]. Following 15 min of swimming, there was a significant PS × sex interaction on serum CORT levels (Fig. 2I; *F*_1,105_ = 6.39, *P* = 0.0129). Elevation in stress-induced CORT secretion was observed in PS females when compared with PS males (*P* = 0.0012). Importantly, PS females and PS females CF to CTRL dams had similar serum CORT levels in response to the 15 min swim, which were significantly higher than CTRL females and CF CTRL females (*P* < 0.0001).

**Fig. 3:**
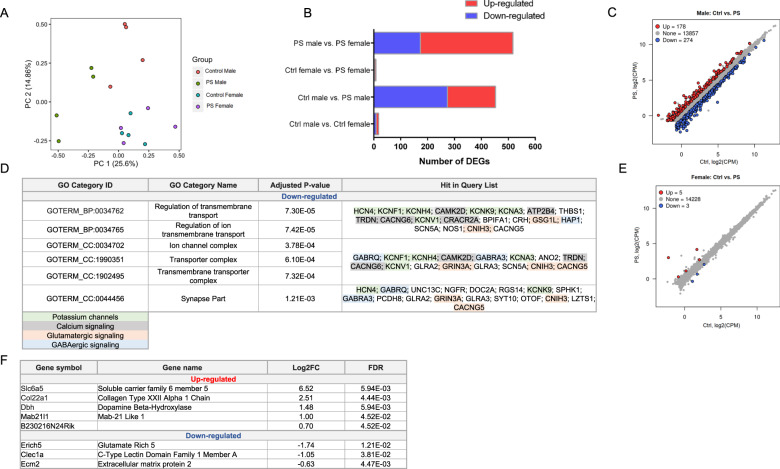
Psychosocial PS results in sexually dimorphic gene expression changes in offspring amygdala. **A** Principal component analysis plot. **B** Total number of differentially expressed genes for the various pair-wise comparisons made, CTRL offspring = 4 per sex, PS offspring = 4 per sex. **C** Scatter plot displaying 178 upregulated and 274 downregulated genes in PS males when compared with CTRL males. Genes were considered significant with an FDR < 0.05 and FC > 1.5. **D** Significantly enriched pathways after gene ontology analysis of downregulated genes using biological process and cellular component categories. Genes significantly downregulated in the amygdala of PS males when compared to CTRL males include genes associated with potassium channels, calcium signaling, glutamatergic signaling, and GABAergic signaling. **E** Scatter plot displaying 5 upregulated and 3 downregulated genes in PS females when compared with CTRL females. **F** Summary of DEGs. Genes were considered significant with an FDR < 0.05 and FC > 1.5.

### Effects of cross-fostering on maternal milk composition

To address if changes in maternal milk composition could be partially underlying programming of offspring brain development and behavior, we measured milk CORT concentration at PP9 between CGS and CTRL dams. No significant differences in CORT milk were observed between these two groups (Fig. S3; t-test, *t*_16_ = 1.400, *P* = 0.1805), suggesting changes in quality of maternal care as opposed to milk CORT content are contributing to the offspring behavioral changes being observed after CF.

### Effects of psychosocial PS on fetal amygdala

To examine the possible effects of psychosocial PS on fetal brain development, we investigated whether changes in gene expression could be measured in the amygdala, a key brain region for emotional output, at E17.5. We focused on molecular regulators of the HPA axis as previous studies have shown these to be altered by PS [4]. We observed a trend towards a significant main effect of PS on CRH mRNA levels (Fig. S4A; *F*_1,4_ = 5.39, *P* = 0.0810). CRH levels were elevated in PS fetuses when compared with CTRLs, although this difference was not statistically significant. We also detected a trending effect of PS on amygdalar GR expression (Fig. S4B; *F*_1,4_ = 6.84, *P* = 0.0591). PS fetuses exhibited reduced but not statistically significant GR mRNA levels when compared with CTRL fetuses. There was a significant main effect of PS on CRH R1 expression (Fig. S4C; *F*_1,4_ = 16.14, *P* = 0.0159). Psychosocial PS exposure resulted in decreased amygdalar CRH R1 mRNA levels in E17.5 fetuses. Analysis of CRH R2 expression revealed no significant effect of PS (Fig. S4D).

### Effect of psychosocial PS on amygdalar transcriptomes

To investigate the molecular mechanisms underlying sex-specific effects of psychosocial PS on behavior and neuroendocrine function, we performed RNA-seq on PN28 amygdalar samples from CTRL and PS male and female offspring. 

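RNA was sequenced from amygdala tissue taken at PN28 from 4 CTRL males, 4 PS males, 4 CTRL females and 4 PS females, from different litters within each sex. PS offspring came from dams exposed to unpredictable psychosocial stressors during pregnancy, and CTRL offspring from dams that were not. The 16 libraries were directional and made from poly(A) RNA. They are named by the authors' replicate labels, which are LM17 to LM20 for CTRL males, LM25 to LM28 for PS males, LM21 to LM24 for CTRL females and LM29 to LM32 for PS females. The authors aligned the reads to the mouse genome (mm10) with STAR and counted them per gene with featureCounts, with no statement on strand. The deposited values were already scaled by their upper quartile and corrected for 2 factors of unwanted variation. Per library they sum to between 39989993 and 44275406, and these sums are the depth used here, while the paper gives a sequencing setting of 50 M reads per sample. Expression is given as CPM of the deposited values, as mean ± SD of the 4 libraries of a group. Fold changes are on the log2 scale, from TMM-scaled CPM with 0.5 added, with their standard errors (SE). Each comparison was tested with limma on the genes with a mean CPM above 0.5 in at least one of the compared groups, with the 2 removed factors kept in the model. DEGs had an FDR under 0.05 and a fold change over 1.5, as in the paper. The part of the removed factors that lay between groups cannot be recovered from the deposited values, so each fold change holds whatever that correction added or took away. The paper does not say whether males and females came from the same litters, and the comparisons of the sexes treat them as independent.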

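PS and CTRL males lay apart on the first principal components of amygdala expression, and PS and CTRL females lay among each other. The first component held 34.0% of the variance of 14392 expressed genes and the second held 18.1%. PS males had the lowest scores on the first component, with -35.4 (LM28), -33.2 (LM25), -17.6 (LM26) and -16.7 (LM27), while CTRL males lay between -5.35 (LM17) and 11.7 (LM20). LM28 and LM25 also had the highest mean log2 values of hippocampal markers among the males (7.03 and 6.49, against 5.74 to 6.23 in the others) and the lowest of central amygdala and intercalated markers (0.75 and 0.68, against 1.07 to 1.52). In males, 67.7% of the sum of squares on these components lay between PS and CTRL (exact permutation test, one-sided, p = 0.0286, the smallest p that 4 libraries against 4 allow). In females this share was 10.6% (exact permutation test, one-sided, p = 0.514). The PS and CTRL centroids were 33.3 apart in males and 7.09 apart in females. This difference of 26.2 was tested by exchanging the sexes within PS and within CTRL in all 4900 ways (exact permutation test, two-sided, p = 0.0367). The male share did not pass without PS male LM28 (62.6%, p = 0.0571 by the exact permutation test). The difference between the sexes did not pass without CTRL female LM21 (exact p = 0.12), LM22 (0.0592) or LM23 (0.0833) or without PS female LM29 (0.131) or LM30 (0.122), nor with every gene set to unit variance (0.23) or with the genes on X and Y left out (0.051). The authors' correction used the real groups and took away variation within them, so other labelings are not fully exchangeable with the real one and these p-values leave chance open.

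**Figure D1:**
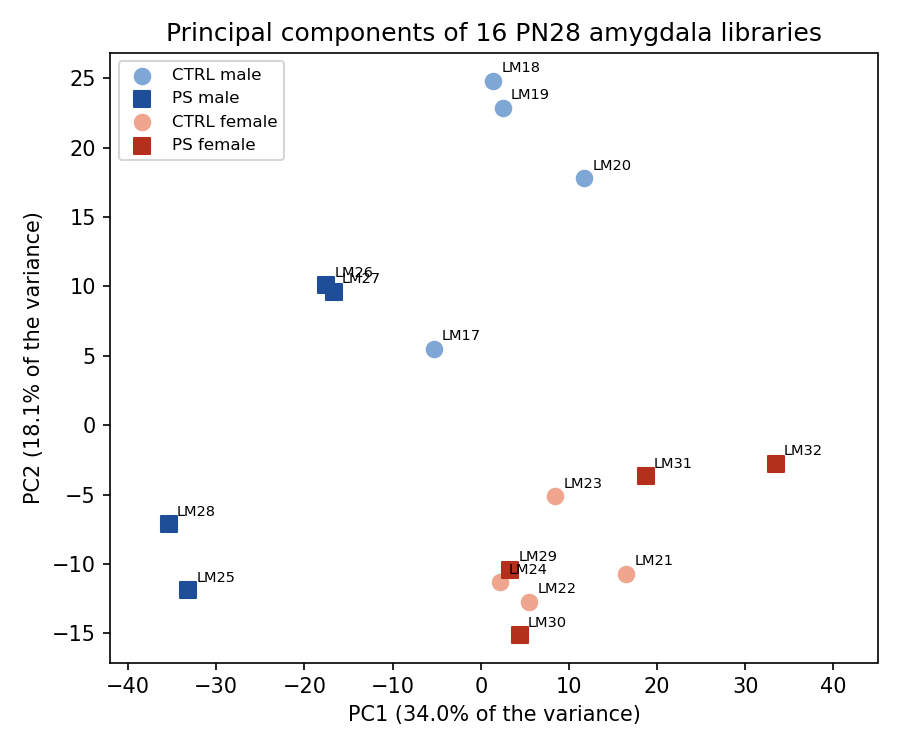
Scores of the 16 PN28 amygdala libraries on the first principal component (x axis, 34.0% of the variance) and the second (y axis, 18.1%), 1 point per library, colored by group. The 4 PS males lie left of the 4 CTRL males, and the PS and CTRL females are intermixed.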

Principal component analysis revealed that samples from PS mice were distinguishable from CTRL mice more significantly in male than in female samples (Fig. 3A). To examine detailed transcriptomic changes, we performed DEG analysis using four pairwise comparisons: CTRL male vs. PS male, CTRL female vs. PS female, CTRL male vs. CTRL female, and PS male vs. PS female. DEGs were determined by FDR < 0.05 and FC > 1.5. Indeed, male mice displayed much larger number of DEGs after PS exposure than females (Fig. 3B).

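The effect of PS on amygdala expression differed between male and female offspring for a set of genes. Between PS and CTRL males, 145 genes were DEGs by limma, and between PS and CTRL females 0 were. An unadjusted p under 0.05 was reached by 3675 genes in males and 1807 genes in females. The 4 PS and 4 CTRL libraries did not overlap for 3179 genes in males (22.2%) and for 1074 genes in females (7.54%), where chance gives 2.86% for exchangeable libraries. The authors' correction took away variation within the real groups, which can raise such shares, so chance here may give more than 2.86%. The sex difference itself was tested as the PS effect in males minus the PS effect in females, and 231 of 14392 genes passed the same thresholds. The effect in males was the lower one for 179 of them and the higher one for 52, and with CPM not scaled further the numbers were 131 and 99. With no filter on low values 80 genes passed, and 9 did without a mean trend in the variance prior. Ano2, which encodes a chloride channel opened by calcium, had a log2 difference of -1.33 (SE 0.19, limma, adjusted p = 0.0268). Syt10, which encodes a calcium sensor of secretory vesicles, had a log2 difference of -1.03 (SE 0.16, limma, adjusted p = 0.0314). The potassium channel gene Kcnf1 had a log2 difference of -0.91 (SE 0.18, limma, adjusted p = 0.0376). In the other direction, Ecm2, which encodes an extracellular matrix protein, had a log2 difference of 0.97 (SE 0.15, limma, adjusted p = 0.0314). The hippocampal marker list moved with the sex difference, with a median log2 difference of 1.01 over its 14 genes, 1 of them higher by limma (7 higher and 1 lower when adjusted over the list alone; camera, adjusted p = 0.0226, and adjusted p = 0.555 with an estimated correlation). The number of genes with a sex difference was 61 without CTRL female LM24, 81 without CTRL male LM20, 87 without PS female LM31, 145 without PS female LM32, 150 without PS male LM25, 353 without PS male LM26, 365 without CTRL male LM17, 380 without CTRL female LM23, 440 without PS female LM29, 456 without CTRL female LM21 and 564 without PS female LM30. From its principal components and its own numbers of DEGs, the paper reports that PS set samples apart more in males than in females and gave more DEGs in males.

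**Figure D2:**
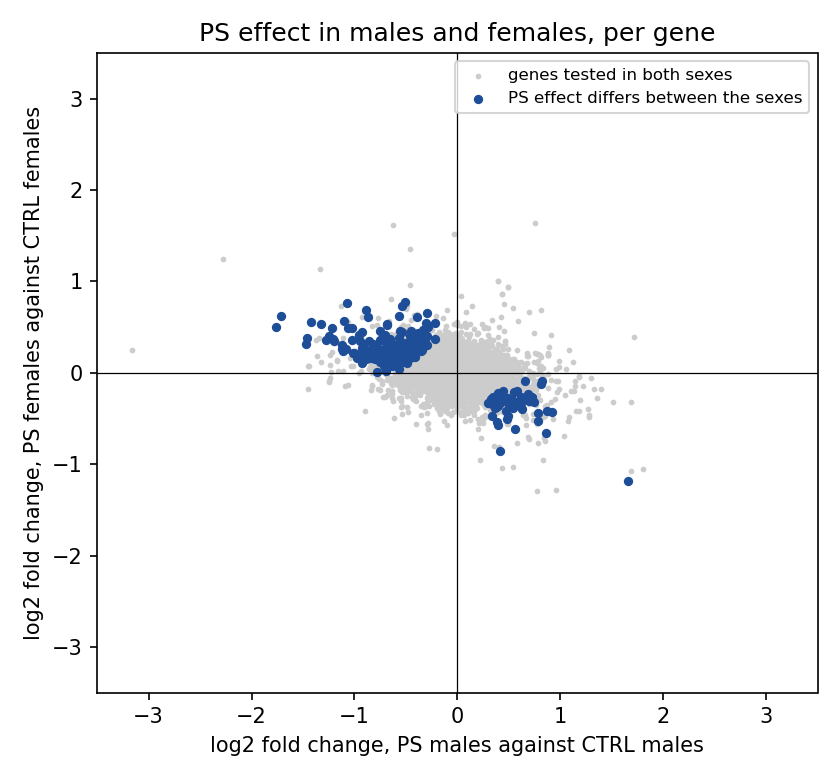
Log2 fold change of PS against CTRL in males (x axis) and in females (y axis), 1 point per gene, for the 14153 genes tested in both sexes (grey) and the 230 of them whose PS effect differed between the sexes (blue). The blue genes were chosen by the difference between the 2 axes.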

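The DEGs between CTRL females and CTRL males were mainly genes of the X and Y chromosomes. Of 14244 genes tested with limma, 3 were higher in CTRL females (Xist, Eif2s3x and Mcmdc2) and 5 were lower (Ddx3y, Eif2s3y, Kdm5d, Uty and Gm35612). The libraries of CTRL females and CTRL males did not overlap for any of these 8 genes, nor for 656 genes in all (4.61%), where chance gives 2.86% for exchangeable libraries and may give more after the authors' correction. Mcmdc2 encodes a protein of the MCM helicase family that acts in meiosis and lies on chromosome 1 from 9908638 to 9942085 (mm10). It had 3.22 ± 0.353 CPM in CTRL females and 1.79 ± 0.0559 CPM in CTRL males, a log2 fold change of 0.69 (SE 0.084, limma, adjusted p = 0.00214). Mcmdc2 overlaps Snhg6 on the opposite strand by 127 bases, so some reads could belong to either. The predicted gene Gm35612 had 0.361 ± 0.129 CPM in CTRL females and 1.04 ± 0.194 CPM in CTRL males, a log2 fold change of -0.85 (SE 0.14, limma, adjusted p = 0.0325). It did not pass without CTRL male LM17, LM18 or LM20 or CTRL female LM22, where its limma adjusted p was up to 0.0893. Of the genes in Fig. S5B, another 6 autosomal ones were higher in every CTRL female than in every CTRL male without passing limma: the netrin gene Ntn5, the fucosyltransferase gene Sec1, the serine protease gene Prss16, the protocadherin gene Pcdhb2 and the matrix genes Col20a1 and Ecm2. Their log2 fold changes ran from 0.58 for Ecm2 (limma, adjusted p = 0.0963) to 1.39 for Ntn5 (limma, adjusted p = 0.806), and without CTRL male LM17 Sec1 passed. Ntn5 and Sec1 overlap each other on opposite strands by 519 bases. Among marker lists, 11 of 14 hippocampal genes (camera, adjusted p = 0.00298, and adjusted p = 0.361 with an estimated correlation) and 12 of 13 thalamic and habenular genes (camera, adjusted p = 0.0478, and adjusted p = 0.617 with an estimated correlation) had positive fold changes, and 12 of 13 oligodendrocyte genes had negative ones (camera, adjusted p = 0.0478, and adjusted p = 0.71 with an estimated correlation). None of these genes passed limma over all genes tested or when adjusted over the list alone.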

In the CTRL male vs. CTRL female amygdala comparison, there were 18 DEGs, with 9 female-specific and 9 male-specific genes (Fig. S5A). Transcripts displaying the largest effect were localized on sex chromosomes (e.g., *Xist, Eif2s3y*) (Fig. S5B), and previously reported to be differentially expressed between the sexes in the hypothalamus [41]. 

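Xist and the Y-linked genes gave the largest differences between CTRL females and CTRL males. Xist, the RNA that silences an X chromosome in female cells, lies on chromosome X from 103460366 to 103483254 (mm10). It had 1763 ± 108 CPM in CTRL females and 0.382 ± 0.0595 CPM in CTRL males, a log2 fold change of 10.96 (SE 0.089, limma, adjusted p = 4.58e-18). Its gene overlaps antisense genes, Tsix among them, by 2492 bases, and reads from these cannot be told apart without strand. Eif2s3y encodes a subunit of a translation initiation factor and lies on chromosome Y from 1010543 to 1028847. It had 0.0117 ± 0.0233 CPM in CTRL females and 45.5 ± 6.57 CPM in CTRL males, a log2 fold change of -6.50 (SE 0.10, limma, adjusted p = 9.91e-15). The RNA helicase gene Ddx3y had a log2 fold change of -7.33 (SE 0.082, limma, adjusted p = 1.91e-16), and the histone demethylase genes Kdm5d and Uty had -5.81 and -5.39 (limma, adjusted p = 9.91e-15 and 2.90e-15). For these genes near 0 in females, the size of the log2 fold change depends on the 0.5 CPM added to every value. All 4 listed Y-linked genes were lower in CTRL females, over all genes tested and when adjusted over the list alone. Of 5 X-linked genes that escape inactivation, 4 were higher in CTRL females at an adjusted p under 0.05 from limma (5 when adjusted over the list alone). Eif2s3x, the X-linked partner of Eif2s3y, had 17.8 ± 0.585 CPM in CTRL females and 11.4 ± 0.667 CPM in CTRL males, a log2 fold change of 0.61 (SE 0.057, limma, adjusted p = 0.000104). Ddx3x (0.44) and Kdm6a (0.48) passed the FDR with a fold change under 1.5 (limma, adjusted p = 0.00037 and 0.019). Of the 18 genes in Fig. S5B, 3 were higher and 5 lower over all genes tested, and 9 were higher and 9 lower when adjusted over the list alone, which is not independent evidence since the study chose them on these libraries.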

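S100a8 and S100a9 encode the calcium-binding subunits of calprotectin, which neutrophils hold in large amounts and which binds the RAGE receptor, and both were scarce in these libraries. S100a8 had 0.0532 ± 0.0231 CPM in CTRL females and 0.544 ± 0.309 CPM in CTRL males, a log2 fold change of -0.88 (SE 0.18, limma, adjusted p = 0.178). S100a9 had 0.0353 ± 0.0233 CPM in CTRL females and 0.544 ± 0.253 CPM in CTRL males, a log2 fold change of -0.94 (SE 0.18, limma, adjusted p = 0.156). S100a4, a further calcium-binding RAGE ligand, had a log2 fold change of -0.51 (SE 0.13, limma, adjusted p = 0.796), and it overlaps Gm42674 on its own strand by 302 bases. None of these S100 genes passed the test, although every CTRL female lay below every CTRL male for each of them. Of 8 genes of neutrophils and erythroid cells, 0 passed limma over all genes tested and 7 were lower in CTRL females when adjusted over the list alone (camera, adjusted p = 7.71e-10 for the list, and adjusted p = 0.133 with an estimated correlation). The list counts both Hba-a1 and Hba-a2, which have equal values in every library. The beta-globin gene Hbb-bs had 6.08 CPM in CTRL females and 18.6 CPM in CTRL males, a log2 fold change of -1.64 (limma, adjusted p = 0.867). Prx, which encodes a myelin protein of Schwann cells, had 2.50 ± 1.53 CPM in CTRL females and 11.1 ± 3.72 CPM in CTRL males, a log2 fold change of -2.0 (SE 0.50, limma, adjusted p = 0.687). Of 7 Schwann cell genes, Prx among them, 0 passed over all genes tested and 1 was lower when adjusted over the list alone (camera, adjusted p = 0.000135, and adjusted p = 0.278 with an estimated correlation). All 12 microglia genes had negative fold changes (camera, adjusted p = 0.00172, and adjusted p = 0.587 with an estimated correlation).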

Gene ontology (GO) analysis for the DEGs in this comparison revealed enrichment in genes encoding for calcium-binding proteins associated with a wide variety of processes, including inflammation (RAGE receptor binding) and energy metabolism (long chain fatty acid binding) (Fig. S5C).

In the CTRL male vs. PS male comparison, we identified a total of 452 DEGs with 178 upregulated and 274 downregulated (Fig. 3C). 

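In male amygdala, more genes were lower than higher after PS. By limma, 23 genes were higher and 122 were lower in PS males than in CTRL males, of 14309 tested, and with CPM not scaled further 54 were higher and 101 lower. With no filter on low values 55 genes passed in all, and 48 did without a mean trend in the variance prior. For 137 of these 145 genes the libraries of both groups did not overlap. Trh, which encodes thyrotropin-releasing hormone, lies on chromosome 6 from 92242061 to 92244650 (mm10). It had 3.60 ± 3.49 CPM in PS males and 30.4 ± 18.5 CPM in CTRL males, a log2 fold change of -3.16 (SE 0.70, limma, adjusted p = 0.0436). Lnp1, a gene of unknown function, had 0.376 ± 0.132 CPM in PS males and 1.81 ± 0.412 CPM in CTRL males, a log2 fold change of -1.43 (SE 0.17, limma, adjusted p = 0.0106). Pappa2, which encodes a protease of insulin-like growth factor binding proteins, had a log2 fold change of -1.76 (SE 0.31, limma, adjusted p = 0.0248) and overlaps 1600012P17Rik on its own strand by 310 bases. The axon guidance gene Sema3a had a log2 fold change of -1.47 (SE 0.31, limma, adjusted p = 0.0376). Nrp1, which encodes a semaphorin and VEGF co-receptor, rose to 263 ± 51.5 CPM in PS males from 136 ± 7.48 CPM in CTRL males, a log2 fold change of 0.87 (SE 0.19, limma, adjusted p = 0.0392). Bves, which encodes a cAMP-binding membrane protein, had a log2 fold change of 1.33 (SE 0.31, limma, adjusted p = 0.0436).
Some lists of cell type markers lay lower or higher than other genes in PS males by camera, and none did with an estimated correlation. Of 9 genes of central amygdala and intercalated neurons, 1 was lower in PS males at an adjusted p under 0.05 from limma (2 when adjusted over the list alone), with a median log2 fold change of -0.51 (camera, adjusted p = 0.0161, and adjusted p = 0.544 with an estimated correlation). Of 14 hippocampal genes, 1 was higher by limma (4 higher and 1 lower when adjusted over the list alone), with a median of 0.64 (camera, adjusted p = 0.062). The 14 oligodendrocyte genes had a median of 0.70 with 0 passing by limma over all genes or when adjusted over the list alone (camera, adjusted p = 0.0253, and adjusted p = 0.681 with an estimated correlation). All 12 microglia genes had negative fold changes, and 2 were lower by limma (8 when adjusted over the list alone), with a median of -0.19 (camera, adjusted p = 6.86e-05, and adjusted p = 0.454 with an estimated correlation). Itgam, which encodes a microglial integrin, had a log2 fold change of -0.43 (limma, adjusted p = 0.043). The number of DEGs in males was 26 without CTRL male LM20, 26 without PS male LM25, 27 without CTRL male LM18, 37 without CTRL male LM19, 88 without PS male LM28, 233 without PS female LM30, 272 without PS male LM26, 275 without PS male LM27, 275 without PS female LM32 and 323 without CTRL male LM17. Leaving out any female library raised this number, to 178 (LM22) or more. These libraries are not compared here and enter only through the shared fit. Without any 1 library, male or female, only 1 of the 2 removed factors could be kept in the model. The numbers of DEGs without a library thus do not show the influence of that library alone. Trh, Sema3a, Nrp1 and Bves were among the genes that did not pass without LM18, LM19, LM20 or LM25, with limma adjusted p up to 0.0822, 0.0724, 0.0724 and 0.0889, and Bves did not pass without LM28 either.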

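Genes of ion channels and of postsynaptic receptors tended to lie lower in PS males than in CTRL males. Of 36 voltage-gated potassium channel genes, which set the firing of neurons, 4 were lower in PS males and 0 were higher at an adjusted p under 0.05 from limma (10 lower and 2 higher when adjusted over the list alone). Of 17 voltage-gated calcium channel genes, 4 were lower by limma, with fold changes under 1.5 (7 lower and 1 higher when adjusted over the list alone). Cacna1e, which encodes the R-type calcium channel, had a log2 fold change of -0.49 (limma, adjusted p = 0.0319). Of 19 genes of AMPA receptor auxiliary proteins, which govern the trafficking and gating of these glutamate receptors, 3 were lower by limma (7 when adjusted over the list alone). Of 17 ionotropic glutamate receptor genes, 2 were lower by limma (3 when adjusted over the list alone), and Gria3, an AMPA receptor subunit gene, was one of them (log2 fold change -0.46, limma, adjusted p = 0.0469). Of 14 GABA-A receptor subunit genes, 1 was lower by limma (1 when adjusted over the list alone). By camera, these 5 lists lay lower than other genes, with adjusted p = 0.0230, 0.0071, 0.0071, 0.00473 and 0.0156 in the order given, and none passed with an estimated correlation (adjusted p from 0.454 to 0.482). Of 25 other potassium channel genes, 1 was higher and 3 were lower by limma (3 higher and 4 lower when adjusted over the list alone), with a camera adjusted p = 0.658. Among 17 neuropeptide and interneuron genes, 1 was lower by limma (3 when adjusted over the list alone; camera, adjusted p = 0.00473, and adjusted p = 0.454 with an estimated correlation). That gene was Nos1, the neuronal nitric oxide synthase gene, with 171 CPM in PS males and 345 CPM in CTRL males, a log2 fold change of -1.11 (SE 0.22, limma, adjusted p = 0.0354). Its limma adjusted p was up to 0.0657 when CTRL male LM18, LM19 or LM20 or PS male LM25 was left out.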

According to GO analysis, we observed that genes related to the regulation of transmembrane transport and components of the synaptic membrane were significantly downregulated in PS males. 

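Of the 17 genes of potassium channels, calcium signaling, and glutamate and GABA transmission that the paper names as lower in PS males, 9 were DEGs. The study chose these genes on the same libraries, so their shared direction is not independent evidence. Kcnf1 encodes a silent potassium channel subunit and lies on chromosome 12 from 17172100 to 17176888 (mm10). It had 126 ± 19.6 CPM in PS males and 188 ± 15.0 CPM in CTRL males, a log2 fold change of -0.65 (SE 0.13, limma, adjusted p = 0.0319). Kcnv1, another silent subunit, had 98.0 ± 13.8 CPM in PS males and 171 ± 29.1 CPM in CTRL males, a log2 fold change of -0.86 (SE 0.19, limma, adjusted p = 0.0436). Kcna3 (-0.57) and Kcnk9 (-0.57) passed the FDR with fold changes under 1.5 (limma, adjusted p = 0.0248 and 0.0436), and Kcnh4 (-0.73) did not pass (limma, adjusted p = 0.0627). Atp2b4, which encodes a calcium pump of the plasma membrane, lies on chromosome 1 from 133699457 to 133801041. It had 189 ± 55.0 CPM in PS males and 387 ± 78.8 CPM in CTRL males, a log2 fold change of -1.12 (SE 0.24, limma, adjusted p = 0.0376). Camk2d, a calcium/calmodulin-dependent kinase gene, had 60.9 ± 19.9 CPM in PS males and 130 ± 23.5 CPM in CTRL males, a log2 fold change of -1.20 (SE 0.26, limma, adjusted p = 0.0383). Trdn, which encodes triadin of the calcium release complex, had 0.105 ± 0.059 CPM in PS males and 0.792 ± 0.226 CPM in CTRL males, a log2 fold change of -1.1 (SE 0.24, limma, adjusted p = 0.043). Cacng6 (-0.87) and Cracr2a (-0.37) did not pass (limma, adjusted p = 0.0521 and 0.0638), and Cracr2a overlaps Gm43634 on its own strand by 664 bases.
Among the glutamatergic genes, Grin3a, which encodes an NMDA receptor subunit, lies on chromosome 4 from 49661611 to 49845744. It had 71.7 ± 11.6 CPM in PS males and 108 ± 6.32 CPM in CTRL males, a log2 fold change of -0.66 (SE 0.11, limma, adjusted p = 0.0248). The AMPA receptor auxiliary gene Cnih3 had 80.1 ± 14.7 CPM in PS males and 129 ± 12.7 CPM in CTRL males, a log2 fold change of -0.76 (SE 0.17, limma, adjusted p = 0.0409). Cacng5, another AMPA receptor auxiliary gene, had a log2 fold change of -0.81 (SE 0.17, limma, adjusted p = 0.0376), and Gsg1l had -0.57 and did not pass (SE 0.18, limma, adjusted p = 0.0833). Gabra3, a GABA-A receptor subunit gene on chromosome X from 72432681 to 72656848, had 113 ± 27.3 CPM in PS males and 179 ± 18.4 CPM in CTRL males, a log2 fold change of -0.75 (SE 0.18, limma, adjusted p = 0.0436). Gabrq, another subunit gene, and Hap1, a gene of GABA-A receptor trafficking, had log2 fold changes of -0.82 and -0.87 and did not pass (limma, adjusted p = 0.0846 and 0.0623). Without CTRL male LM18, LM19 or LM20 or PS male LM25, the genes Kcnv1, Atp2b4, Trdn, Camk2d, Cnih3, Cacng5 and Gabra3 did not pass, with limma adjusted p up to 0.0833, 0.0723, 0.0817, 0.0771, 0.0771, 0.0713 and 0.0902. Kcnf1 did not pass without LM18 or LM20 (limma, adjusted p up to 0.0647), and without PS male LM28 Kcnf1, Grin3a and Gabra3 had fold changes under 1.5. Without CTRL male LM17, the genes Kcnh4, Kcnk9, Kcna3, Cacng6, Gabrq and Hap1 did pass, and all of these but Kcnh4 passed without PS male LM26. Kcnh4, Cacng6 and Hap1 also passed without some of the libraries LM21 to LM24, LM27 and LM29 to LM32, with limma adjusted p down to 0.0228, 0.0256 and 0.0297.

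**Figure D3:**
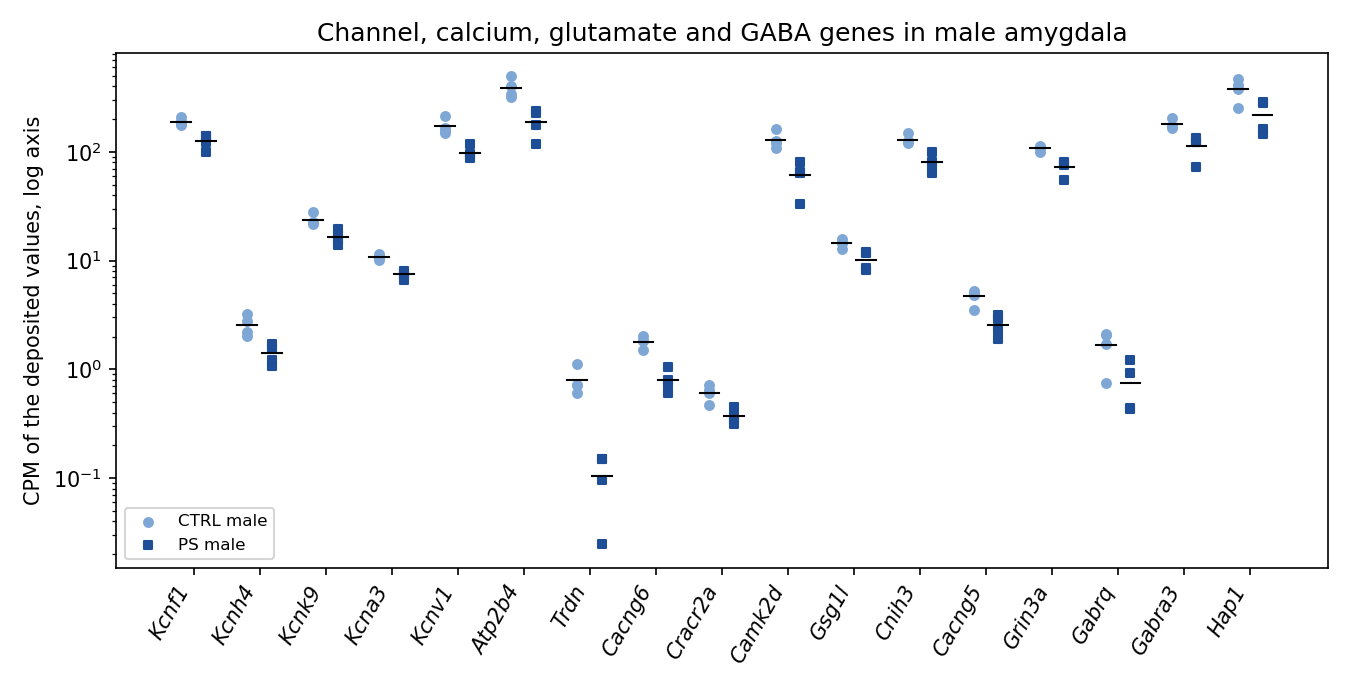
CPM of the deposited values (y axis, log scale) of 17 channel, calcium, glutamate and GABA genes (x axis) in CTRL males (light circles) and PS males (dark squares), 1 point per library, with the group mean as a bar. For Trdn the PS male mean is 0.105 CPM and the CTRL male mean 0.792 CPM, and for Atp2b4 189 CPM and 387 CPM.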

The majority were genes associated with potassium channels (including *KCNF1, KCNH4, KCNK9, KCNA3,* and *KCNV1*), genes associated with calcium signaling (*ATP2B4, TRDN,* and *CACNG6*, *CRACR2A,* and *CAMK2D*), genes implicated in glutamatergic signaling (*GSG1L, CNIH3, CACNG5,* and *GRIN3A*), and GABAergic signaling (*GABRQ, GABRA3,* and *HAP1*) (Fig. 3D). Although GO analysis among the upregulated genes in PS males did not reveal any significant pathway enrichment (data not shown), several of the significantly upregulated genes were also associated with glutamatergic signaling (including *GRM2, GRM4, HOMER 3, TCF7L2,* and *GRID2IP*).

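Genes of glutamatergic signaling named as upregulated had positive fold changes in PS males, and none of the 5 passed limma over all genes tested. Grm2, which encodes a presynaptic metabotropic glutamate receptor on chromosome 9, had 28.4 ± 6.98 CPM in PS males and 16.1 ± 2.48 CPM in CTRL males, a log2 fold change of 0.72 (SE 0.21, limma, adjusted p = 0.0708). Grm4, another metabotropic receptor gene, had 5.22 ± 0.862 CPM in PS males and 3.14 ± 0.251 CPM in CTRL males, a log2 fold change of 0.59 (SE 0.17, limma, adjusted p = 0.0657). Homer3, a postsynaptic scaffold gene, had 61.7 ± 23.4 CPM in PS males and 30.0 ± 2.39 CPM in CTRL males, a log2 fold change of 0.91 (SE 0.28, limma, adjusted p = 0.0759). Tcf7l2, a transcription factor gene of Wnt signaling, had 5.90 ± 3.86 CPM in PS males and 1.44 ± 0.736 CPM in CTRL males, a log2 fold change of 1.51 (SE 0.43, limma, adjusted p = 0.0651). Grid2ip, a scaffold gene of delta glutamate receptors, had a log2 fold change of 0.42 (SE 0.17, limma, adjusted p = 0.146). Grm2, Grm4, Homer3 and Tcf7l2 each passed without PS female LM30 or LM32 and without some of the libraries LM17, LM22, LM23, LM24, LM26, LM27, LM29 and LM31, with limma adjusted p down to 0.0296, 0.0336, 0.0394 and 0.028. The female libraries among these enter only through the shared fit, and each fit without a library kept only 1 of the 2 removed factors. When adjusted over the list alone all 5 were higher, which is not independent evidence since the study chose them on these libraries. On the opposite strand, Grm2 overlaps Gm28111 by 470 bases, Homer3 overlaps Ddx49 by 874 and Grid2ip overlaps Gm20635 by 645. Of 15 genes of metabotropic receptors and their scaffolds, 0 passed limma over all genes tested (3 higher and 2 lower when adjusted over the list alone), and the list had a median log2 fold change of -0.17 and a mean of 0.034 (camera, adjusted p = 0.463). Of 13 thalamic and habenular genes, Tcf7l2 and Grid2ip among them, 11 had positive fold changes, with a median log2 fold change of 0.41. By limma 1 of them, Cacng5, was lower and 0 were higher (1 higher and 1 lower when adjusted over the list alone; camera, adjusted p = 0.0617, and adjusted p = 0.563 with an estimated correlation). The 35 genes of Fig. 3D all had negative fold changes, 21 passed limma over all genes tested and 18 were DEGs. Adjusted over the list alone all 35 were lower, which is again not independent since the study chose them on these libraries.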

Interestingly, only a small subset of genes were differentially expressed in PS females compared with CTRL females. This comparison yielded only a total of 8 DEGs, with 5 upregulated and 3 downregulated (Fig. 3E). 

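In female amygdala, no gene passed the thresholds between PS and CTRL offspring by limma. Of 14236 genes tested, 0 were higher and 0 were lower, 1807 had an unadjusted p under 0.05, and the smallest adjusted p was 0.234. Of the 8 genes in Fig. 3F, 5 had positive and 3 had negative fold changes. Ecm2, which encodes an extracellular matrix protein on chromosome 13 from 49504810 to 49532789 (mm10), had 4.03 ± 0.397 CPM in PS females and 6.38 ± 1.16 CPM in CTRL females, a log2 fold change of -0.57 (SE 0.10, limma, adjusted p = 0.234). Clec1a, a C-type lectin gene of the endothelium, had 1.50 ± 0.486 CPM in PS females and 3.19 ± 1.15 CPM in CTRL females, a log2 fold change of -0.86 (SE 0.23, limma, adjusted p = 0.26). Erich5, a gene of unknown function, had a log2 fold change of -1.04 (SE 0.32, limma, adjusted p = 0.271). Mab21l1, a gene of eye and neural development, had 2.10 ± 0.622 CPM in PS females and 1.04 ± 0.333 CPM in CTRL females, a log2 fold change of 0.77 (SE 0.20, limma, adjusted p = 0.253), and it overlaps Nbea on the opposite strand by 981 bases. The noncoding gene B230216N24Rik had a log2 fold change of 0.65 (SE 0.16, limma, adjusted p = 0.234) and overlaps Pam on its own strand by 188 bases. When adjusted over the list alone, 4 of the 8 genes were higher and 3 lower, which is not independent evidence since the study chose them on these libraries. Among lists of markers, 16 of 18 immediate early genes had positive fold changes, with 0 passing limma over all genes tested or adjusted over the list alone (camera, adjusted p = 0.000601, and adjusted p = 0.70 with an estimated correlation). All 12 astrocyte genes had negative ones, with 0 passing limma either way (camera, adjusted p = 0.0218, and adjusted p = 0.70 with an estimated correlation). Of 14 hippocampal genes 10 had negative fold changes, with a median of -0.31, and all 6 genes of neutrophils and erythroid cells had positive ones, with 0 of either list passing limma either way (camera, adjusted p = 0.0261 for each, and adjusted p = 0.70 with an estimated correlation). The 6 include both Hba-a1 and Hba-a2, which have equal values in every library, and neither S100a8 nor S100a9, which were too low to be tested here. All 5 X-linked genes that escape inactivation had negative fold changes, 0 over all genes tested by limma and 1 when adjusted over the list alone (camera, adjusted p = 0.0218, and adjusted p = 0.288 with an estimated correlation).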

Among the genes displaying the largest effects were *SLC6A5*, involved in glycine neurotransmitter uptake, and *DBH*, which encodes the rate-limiting enzyme for norepinephrine (NE) biosynthesis [42], which were significantly upregulated after PS (Fig. 3F).

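Slc6a5, which encodes the glycine transporter GLYT2 of glycinergic nerve endings, was high in a single PS female. It lies on chromosome 7 from 49910146 to 49963856 (mm10). Its CPM was 30.9 in PS female LM29 and 0.996, 0.0227 and 0.0226 in the other PS females, against 0.0233 to 0.234 in CTRL females. The means were 7.99 ± 15.3 CPM and 0.111 ± 0.0957 CPM, a log2 fold change of 1.64 (SE 0.97, limma, adjusted p = 0.501), and without LM29 Slc6a5 was too low to be tested. Dbh encodes dopamine beta-hydroxylase, which makes norepinephrine from dopamine, and lies on chromosome 2 from 27165233 to 27183200. It had 1.13 ± 0.542 CPM in PS females and 0.447 ± 0.0952 CPM in CTRL females, a log2 fold change of 0.74 (SE 0.21, limma, adjusted p = 0.264). In PS males Dbh had a mean of 0.369 CPM and in CTRL males 0.731 CPM, and its PS effect was lower in males than in females by limma (log2 difference -1.27, SE 0.30, adjusted p = 0.0446), except without CTRL male LM20, PS male LM25, CTRL female LM24 or PS female LM31 (adjusted p up to 0.0618). Col22a1, a collagen gene, had 53.5 CPM in LM29 and 5.41 to 6.78 CPM in the other PS females (log2 fold change 1.62, SE 0.53, limma, adjusted p = 0.282). Its values in the other PS females also lay above the mean of CTRL females. In LM29, the norepinephrine transporter gene Slc6a2 had 2.22 CPM and was also higher than in the other PS females. Of 5 brainstem and cerebellum genes, Slc6a5, Slc6a2 and Dbh among them, 0 passed limma over all genes tested and 2 were higher when adjusted over the list alone (camera, adjusted p = 0.0261, and adjusted p = 0.351 with an estimated correlation). All 7 Schwann cell genes had positive fold changes in PS females, with 0 passing limma either way (camera, adjusted p = 0.0261, and adjusted p = 0.70 with an estimated correlation). Of 7 genes of glycine signaling, 0 passed limma either way, with a median log2 fold change of -0.049 and a mean of 0.21 (camera, adjusted p = 0.89). Of 7 genes of noradrenergic synthesis and transport, 0 passed limma over all genes tested and 1 was higher when adjusted over the list alone (camera, adjusted p = 0.344).

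**Figure D4:**
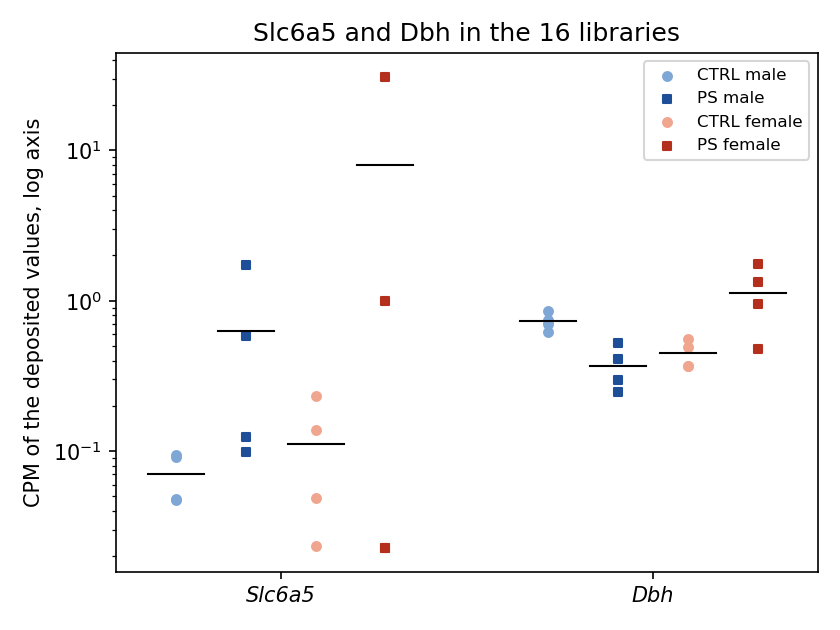
CPM of the deposited values (y axis, log scale) of Slc6a5 and Dbh in the 4 groups, 1 point per library, with the group mean as a bar. Slc6a5 is at 30.9 CPM in a single PS female, and Dbh has a mean of 1.13 CPM in PS females and 0.447 CPM in CTRL females.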

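Among PS offspring, 299 amygdala genes differed between females and males. Of 14316 genes tested with limma, 208 were higher and 91 were lower in PS females than in PS males, and with CPM not scaled further 161 were higher and 200 lower. The libraries of PS females and PS males did not overlap for 262 of these 299 genes, and for 3153 of all tested genes (22.0%), where chance gives 2.86% for exchangeable libraries and may give more after the authors' correction. Xist had a log2 fold change of 10.82 (limma, adjusted p = 5.5e-18), and Ddx3y, Eif2s3y and Kdm5d were listed at 0 in PS females. Igfn1, which encodes an immunoglobulin-domain protein of muscle, had 6.43 ± 2.05 CPM in PS females and 1.45 ± 0.440 CPM in PS males, a log2 fold change of 1.86 (SE 0.32, limma, adjusted p = 0.0104). Bmp3, which encodes a bone morphogenetic protein, had 31.9 ± 13.1 CPM in PS females and 10.9 ± 3.03 CPM in PS males, a log2 fold change of 1.54 (SE 0.31, limma, adjusted p = 0.0133), and it lies on chromosome 5 from 98854415 to 98884396 (mm10). Tspan2, a tetraspanin gene of oligodendrocytes, was lower, with 19.2 ± 8.85 CPM in PS females and 44.5 ± 10.2 CPM in PS males, a log2 fold change of -1.22 (SE 0.32, limma, adjusted p = 0.0267), and it overlaps its antisense gene Tspan2os by 88 bases. The transcription factor gene Onecut2 was lower as well (log2 fold change -1.14, limma, adjusted p = 0.0124). Of 14 oligodendrocyte genes, 1 was lower in PS females by limma (9 when adjusted over the list alone; camera, adjusted p = 0.00201, and adjusted p = 0.546 with an estimated correlation). That gene was Opalin, which encodes a myelin membrane protein, with a log2 fold change of -0.78 (SE 0.23, limma, adjusted p = 0.0426). Of 12 astrocyte genes, 2 were lower (6 when adjusted over the list alone; camera, adjusted p = 0.0186, and adjusted p = 0.546 with an estimated correlation). One of them was Gjb6, the connexin 30 gene of astrocytes (log2 fold change -0.55, limma, adjusted p = 0.0213). The number of DEGs between the PS sexes was 172 without PS female LM32, 507 without PS female LM29 and 518 without PS female LM30.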

In the final comparison, PS male vs. PS female, we identified 517 DEGs, with 344 PS female-specific and 177 PS male-specific genes (Fig. S5D). GO analysis with the biological process and cellular component categories confirmed alterations in synaptic transmission, transmembrane transport, and glutamatergic receptor signaling, as noted above, with genes under these categories significantly expressed in PS females when compared with PS males (Fig. S5E).

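Genes of synaptic transmission and of transmembrane transport lay higher in PS females than in PS males. Stx1a encodes syntaxin-1A of the vesicle fusion complex and lies on chromosome 5 from 135023482 to 135051100 (mm10). It had 173 ± 25.7 CPM in PS females and 101 ± 13.0 CPM in PS males, a log2 fold change of 0.84 (SE 0.17, limma, adjusted p = 0.0127). Nptx2, which encodes a pentraxin that gathers AMPA receptors at synapses, had 31.9 ± 4.67 CPM in PS females and 15.6 ± 3.88 CPM in PS males, a log2 fold change of 1.11 (SE 0.23, limma, adjusted p = 0.0142). Rims1, a gene of the presynaptic active zone, had a log2 fold change of 0.60 (SE 0.12, limma, adjusted p = 0.0125). The AMPA receptor auxiliary genes Cacng3 (0.92), Gsg1l (0.91) and Cnih3 (0.86) were higher in PS females (limma, adjusted p = 0.0144, 0.0129 and 0.0124). Kcnf1 had 196 ± 26.3 CPM in PS females, a log2 fold change of 0.71 against PS males (SE 0.13, limma, adjusted p = 0.0112), and Kcnv1 had 182 ± 42.3 CPM and 0.94 (SE 0.19, limma, adjusted p = 0.0133). Of the 26 synaptic genes in Fig. S5E, 22 were higher in PS females by limma (25 when adjusted over the list alone, and adjusted p = 0.0535 with an estimated correlation by camera). Of the 21 transport genes in Fig. S5E, 17 were higher (20 when adjusted over the list alone, and adjusted p = 0.0535 with an estimated correlation by camera). These lists are not independent evidence since the study chose them on these libraries.
The next lists were written before the data were examined, but with the paper's named genes known. Some share members with those genes, so they are not fully independent of the paper's result either. Of 19 AMPA receptor auxiliary genes, 5 were higher in PS females by limma (7 when adjusted over the list alone; camera, adjusted p = 0.00201, and adjusted p = 0.543 with an estimated correlation). Of 17 ionotropic glutamate receptor genes, 5 were higher and 1 lower (the same when adjusted over the list alone; camera, adjusted p = 0.0248, and adjusted p = 0.546 with an estimated correlation). The lower one was the kainate receptor gene Grik4 (log2 fold change -0.65, limma, adjusted p = 0.0298), which the hippocampal list also holds. Of 36 voltage-gated potassium channel genes, 6 were higher and 1 lower (8 and 2 when adjusted over the list alone; camera, adjusted p = 0.0232, and adjusted p = 0.546 with an estimated correlation). Markers of basolateral amygdala excitatory neurons (13 genes) had a median log2 fold change of 0.46, with 2 higher (6 when adjusted over the list alone; camera, adjusted p = 0.113, and adjusted p = 0.546 with an estimated correlation). Of 16 neuropeptide and interneuron genes, 5 were higher (7 when adjusted over the list alone; camera, adjusted p = 0.00244, and adjusted p = 0.234 with an estimated correlation). One was Npy, the neuropeptide Y gene, with 39.5 ± 5.52 CPM in PS females and 27.8 ± 4.46 CPM in PS males and a fold change under 1.5 (log2 fold change 0.57, SE 0.12, limma, adjusted p = 0.015). Of 14 cortex and piriform genes, Nptx2 and Rasgrf2 among them, 3 were higher and 1 lower (5 and 1 when adjusted over the list alone; camera, adjusted p = 0.0402, and adjusted p = 0.546 with an estimated correlation). Of 12 microglia genes, 2 were higher (2 when adjusted over the list alone; camera, adjusted p = 0.0204, and adjusted p = 0.546 with an estimated correlation). The makeup of the tissue was not tested as a source here.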

### Effects of changes in postnatal maternal environment on amygdalar gene expression

Several of the genes associated with synaptic transmission were chosen for qPCR validation. In PS males, we were able to confirm significant alterations of genes encoding proteins involved in glutamatergic (downregulation of *GSG1L, GRIN3A, CNIH3,* and *CACNG5*, and upregulation *of HOMER 3 and GRM2)* and GABAergic neurotransmission (downregulation of *GABRA3A*) (Fig. 4A, B). Downregulation of genes associated with ion channel complexes was also confirmed (*KNCH4, KCNA3,* and *CACNG6*) (Fig. 4C). *GABRQ* was the only gene chosen for validation via qPCR which exhibited a trend towards downregulation after PS in males (*P* = 0.0837), a direction of change consistent with RNA-sequencing results, but that did not reach statistical significance (Fig. 4A). In females, there was a significant upregulation in DBH after PS, and a trend towards increased levels of *SLC6A5* (Fig. 4D; *P* = 0.0899).

**Fig. 4:**
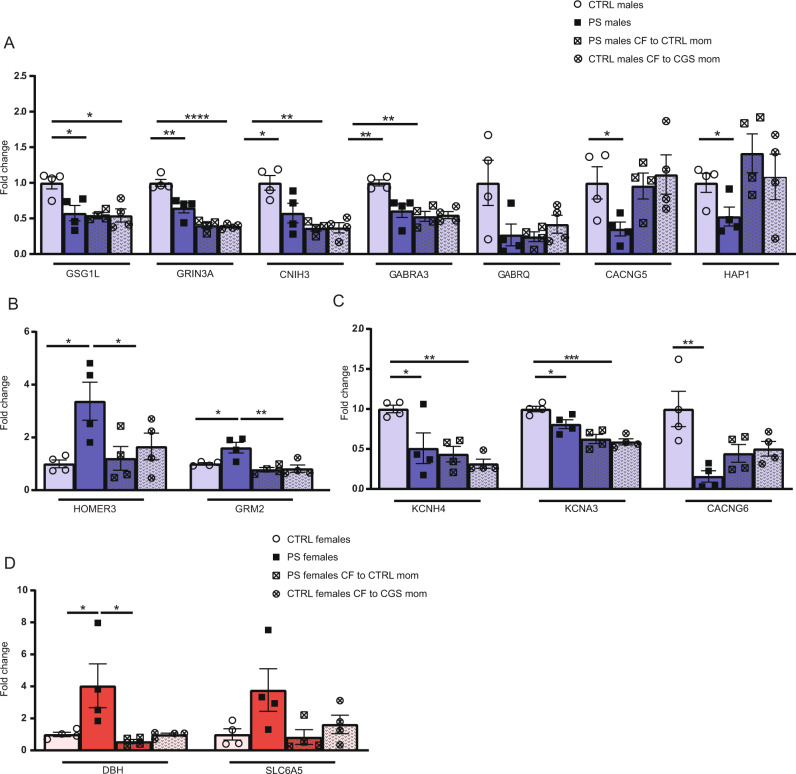
Validation of RNA-seq results through qPCR and effects of CF on gene expression. **A** Validation of RNA-seq results for a subset of genes confirms downregulation in genes associated with glutamatergic and GABAergic neurotransmitter systems in PS males that are not reversed by changes in postnatal maternal environment. **B** Reversal of genes associated with metabotropic glutamate neurotransmission are observed in PS males following CF. **C** qPCR data also confirms downregulation of genes encoding ion transporter complexes in PS males which are not reversed by alterations in maternal environment. **D** Validation of RNA-seq results in PS females confirms upregulation in DBH and a trend towards increased levels in SLC6A5 transporter. CF induces normalization of alterations in DBH in PS females, associated with NE neurotransmission. *N* = 4 per group. Data presented as mean ± SEM. *p < .05, **p < 0.01, ***<*p* < .001, ****p < 0.0001, unpaired two-tailed *t*-test for differences between Ctrl and PS offspring, *t*wo-way ANOVA followed by Tukey’s post hoc test for CF gene expression analysis with PS × CF model.

To differentiate the contribution of in-utero stress from maternal environment on gene transcription, we measured how CF altered PS-induced gene expression changes. We observed that most of the genes downregulated in PS males were also downregulated in CTRL males CF to CGS moms, suggesting both in-utero stress and alterations in maternal care are contributing to transcriptional changes noted in our study (Fig. 4A, C). Importantly, in PS males CF to CTRL moms, we observed a partial rescue of alterations in genes associated with glutamatergic signaling. We find expression levels of *HOMER3* (Fig. 4B; *F*(1,12) = 7.990; *P* = 0.0153 PS × CF interaction; post hoc *P* < 0.05) and *GRM2* (Fig. 4B; *F*(1,12) = 6.178; *P* = 0.0287 PS × CF interaction; post hoc *P* < 0.01) are normalized following CF, and note a trend towards normalization of *CACNG5* and *HAP1* (Fig. 4A), suggesting a partial rescue in metabotropic glutamatergic neurotransmission could underlie the reversal of anxiety-related behaviors in PS males CF to CTRL moms. In PS females, we observe expression of *DBH* is normalized following CF to CTRL moms (Fig. 4D; *F*(1,12) = 6.235; *P* = 0.0281 PS × CF interaction; post hoc *P* < 0.05), suggesting a partial rescue in NE neurotransmission could underlie the reversal of anxiogenic behaviors in PS females CF to CTRL moms.

Our results are summarized in Table S2.

## Discussion

In our study, we find psychosocial PS results in the emergence of anxiety-like behaviors, an altered behavioral coping strategy to stress, and anhedonia in male and female offspring. Neuroendocrine abnormalities, evidenced by acute stress-induced HPA axis hyperactivity, are only observed in PS female offspring. We further demonstrate these abnormalities are differentially modulated by changes in maternal care postnatally, with only anxiety-related behaviors rescuable by CF to CTRL mothers. In addition, we find evidence that these abnormalities are preceded by gene expression changes in the fetal amygdala, suggesting programming of brain development leading to increased susceptibility to emotional disturbances. The molecular analysis further revealed phenotypic changes in PS offspring to be associated with sex-specific disturbances in genes associated with synaptic transmission, including genes associated with glutamatergic and GABAergic signaling in PS males, and upregulation of *DBH*, known to regulate NE synthesis [42], in PS females. Lastly, CF of PS offspring to CTRL mothers partially normalizes changes in gene expression related to glutamatergic and NE signaling, which may contribute to the reversal of anxiety-like behaviors.

Our data indicate exposure to psychosocial PS leads to anxiety-like behaviors and anhedonia in male and female offspring. In contrast, only PS female offspring exhibit HPA axis dysregulation. Consistent with our data, an abundance of studies have shown PS exposure results in depressive behaviors and anhedonia in offspring of both sexes [10]. However, previous studies reporting the effects of PS on anxiety-related behaviors and neuroendocrine dysfunction are not always consistent. PS paradigms with a psychosocial component have demonstrated anxiety-like behaviors and HPA axis hyperactivity in male offspring [15, 16, 43], with males being particularly susceptible to effects of PS experienced during early gestation [16]. Interestingly, increased anxiety and stress-induced HPA axis hyperactivation are reported in PS female offspring if stress paradigms with a psychosocial component are applied during middle to late gestation [44, 45]. These results suggest sex-specific windows of vulnerability to psychosocial PS, with females becoming susceptible to HPA axis dysfunction and the development of anxiety during mid-to-later stages of fetal development. These sex-dependent effects of PS could partially be explained by the developmental timing of relevant processes, including a greater increase in limbic GR expression in female brains during later in-utero life [46].

Our findings further demonstrate both PS male and female fetuses exhibited changes in amygdalar gene expression. Psychosocial PS was associated with decreased CRHR1 mRNA levels in both sexes and trends towards upregulation of CRH and downregulation of GR expression. These results suggest the protective glucocorticoid barrier in the placenta [47] is being overcome by excess glucocorticoids resulting in fetal overexposure to CORT and alterations in brain developmental trajectories. An additional contributor might include catecholamines, stress-related amine hormones known to regulate various placental processes and influence brain development [47].

The amygdala undergoes dramatic structural and functional modifications as a result of stress [48, 49]. Here, we examined amygdalar transcriptional responses following psychosocial PS. PS males exhibited alterations in genes involved in synaptic transmission, including downregulation of voltage-gated potassium channels and calcium signaling genes. In addition, we detected alterations in transcripts encoding synaptic proteins involved in glutamatergic and GABAergic neurotransmission. Our findings are consistent with other studies examining the effects of prenatal insults on amygdalar gene expression, which have observed changes in ion transporter complexes, GABA_A_ receptor subunits, as well as ionotropic and metabotropic glutamate receptors [50–52]. Our data, however, identify a number of novel PS responsive transcripts, including genes encoding regulatory proteins known to modulate AMPA receptor trafficking and channel kinetics, such as *GSG1L*, *CACNG5*, and *CNIH3* [53, 54], and genes encoding proteins involved in postsynaptic stabilization of metabotropic glutamate receptors, such as *HOMER3*, and GABA_A_ receptor trafficking partner *HAP1* (Fig. 5) [55, 56]. Proper excitatory and inhibitory neurotransmission balance is crucial for preventing amygdala hyperactivity, a neurological feature often noted in patients suffering from emotional disorders [57–60]. The complex pattern of gene changes associated with synaptic transmission detected in our study could be affecting the balance of excitatory and inhibitory transmission within the amygdala and resulting in the behavioral abnormalities observed in PS males. Unexpectedly, only minor changes were observed in PS females, including increased expression of dopamine beta hydroxylase (*DBH*), a gene associated with NE synthesis [42] (Fig. 5). Stress induced increases in *DBH* can result in increased noradrenergic tone and partially underlie the enhanced stress sensitivity and increased anxiety noted in PS females [61, 62]. Additionally, other brain regions known to exhibit a sexually dimorphic response to stress, such as the bed nucleus stria terminalis [63, 64], could be more robustly affected.

**Fig. 5:**
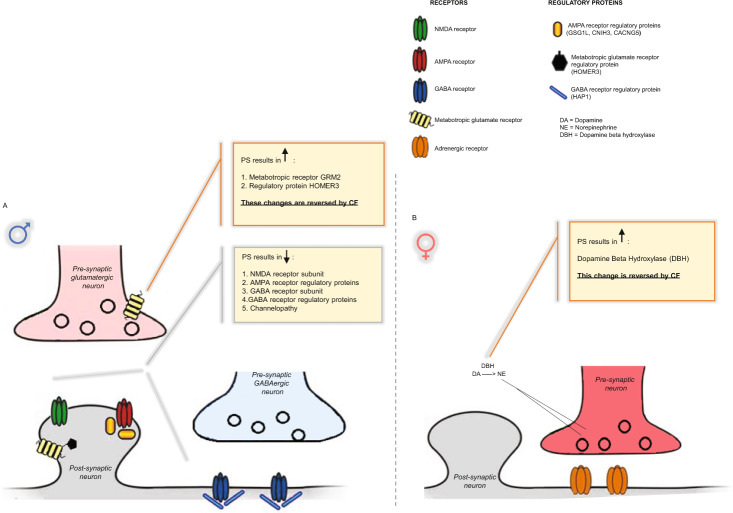
Model summarizing gene expression changes in PS offspring and normalizations induced by CF. **A** In males, psychosocial PS results in downregulation genes encoding proteins associated with glutamatergic signaling, GABAergic signaling, and ion channel transporter complexes. These transcriptional changes associated with synaptic transmission are likely resulting in an imbalance in excitatory and inhibitory transmission, resulting in the behavioral abnormalities observed in PS males. CF to CTRL mothers normalizes gene expression changes associated with metabotropic glutamate receptor signaling and reverses anxiety-related behaviors. **B** In females, PS results in an upregulation of DBH, which is likely to increase noradrenergic tone and partially underlie HPA axis hyperactivity and increased anxiety noted in PS females. CF normalizes DBH expression and reverses anxiety-related behaviors in PS females.

A primary objective of our study was to dissociate in-utero from postnatal maternal environmental effects. In line with other studies, our data indicate that in-utero stress contributes to the emergence of anxiety-related behaviors, anhedonia, and HPA axis dysfunction [4, 65, 66]. Interestingly, we find these abnormalities are differentially affected by changes in maternal environment. Anxiety-like behavior exhibited by PS offspring is rescued by CF to CTRL mothers who exhibit less fragmented maternal care patterns than CGS dams, suggesting neural circuit alterations underlying this phenotype are ameliorated by changes in postnatal maternal care. Given no differences were observed in maternal milk CORT concentrations in the early postpartum period between CTRL and CGS dams with CF offspring, these results suggest changes in behavioral phenotype are likely due to changes in quality of maternal care received, as opposed to CORT content in maternal milk. Nevertheless, further studies are needed to determine if differences in nutritional content or other milk bioactive molecules [27] could be implicated in the reversal of programming of anxiety-like behaviors.

We further observed normalization of amygdalar *HOMER3* and metabotropic glutamate receptor *GRM2* expression following CF of PS males with CTRL dams, as well as the rescue of *DBH* expression in PS females CF to CTRL moms (Fig. 5). These results suggest CF-induced changes in metabotropic glutamate signaling and NE signaling could be partially restoring the balance in excitatory and inhibitory transmission within the amygdala of PS offspring, thus ameliorating anxiogenic behaviors. Previous studies manipulating the quality of maternal care by neonatal handling have shown the reversal of both anxiogenic behavior and HPA axis hyperactivity following PS [5, 67, 68]. In our study, cross-fostering was not effective in rescuing the enhanced HPA axis drive and altered stress coping strategy noted in PS offspring, suggesting the influence of psychosocial PS on these phenotypes differs from the effect of other types of prenatal insults, with psychosocial PS being associated with more persistent deleterious alterations. Lastly, the emergence of anhedonia in PS offspring observed in our study seemed to be mediated both by in-utero stress and abnormalities in maternal care, and was not ameliorated with CF. Gene expression alterations not normalized by CF might be contributing to these phenotypes, including downregulation of several regulatory proteins associated with AMPA receptor trafficking and ion channel complexes in PS males.

In conclusion, we find psychosocial PS results in behavioral and sex-specific neuroendocrine abnormalities that are differentially modulated by changes in maternal care. These abnormalities are associated with a complex pattern of gene expression changes in the amygdala indicating dysfunctions in neurotransmitter systems, with pronounced sex differences. In addition, we find CF triggers changes in genes associated with glutamatergic and NE neurotransmission that are associated with the reversal of anxiety-related behaviors. Studies aimed at interrogating the role specific CF altered genes play in rescuing anxiogenic behaviors could provide opportunities for the development of novel, clinically relevant therapeutic strategies.

## Supplementary information

Supplementary Information Text

Supplementary table 1

Supplementary figure 1

Supplementary figure 2

Supplementary figure 3

Supplementary figure 4

Supplementary figure 5

Supplementary table 2

# Supplementary material for: Neurobehavioral abnormalities following prenatal psychosocial stress are differentially modulated by maternal environment
**Source:** Transl Psychiatry. 2022 Jan 17;12:22. doi: 10.1038/s41398-022-01785-5
**Supplement:** Supplementary file 1 — Supplementary Information Text

**Supplementary Information:**

**Supplementary material and methods:** Complete description

**Supplementary figure:**

Supplementary Table 1: Summary of maternal behavior analysis previously assessed in CTRL vs CGS dams.

Supplementary Figure 1: Maternal behavior analysis in dams with CF offspring.

Supplementary Figure 2: Psychosocial PS has no effect on offspring sociability or associative learning.

Supplementary Figure 3: Maternal milk CORT concentrations in dams with CF offspring.

Supplementary Figure 4: Effects of psychosocial PS on fetal brain development.

Supplementary Figure 5: Analysis of DEGs in the amygdala in CTRL females vs. CTRL males and PS males vs. PS females.

Supplementary Table 2: Comparison of fold change determined by RNA-seq and qPCR for a subset of genes selected for validation of RNA-seq and summary of CF-induced changes.

**Supplementary Material and Methods**

**Animals** C57BL6/J mice were obtained from Jackson Laboratory. Mice were housed on a 14-hour/10-hour light-dark cycle (lights on at 6:00 A.M.) with access to water and chow *ad libitum*. After being allowed to habituate to the animal facility for at least 2 weeks, virgin female mice between 3 and 6 months of age were set up for timed-mating at 1800h and separated the following morning at 0800h. Simple randomization was used to divide female mice with a copulatory plug, which was denoted as 0.5 days post-coitum, into two experimental groups (CTRL and stressed (CGS)), and housed in groups of four. All mouse experiments were in accordance with the guidelines of the National Institutes of Health and were approved by the Cincinnati Children’s Medical Center Animal Care and Use Committee.

**Psychosocial prenatal stress** Chronic psychosocial stress paradigm during pregnancy (CGS) was conducted as previously described^1^. Briefly, from gestational day (G) 6.5 to 16.5, mice assigned to the stress group were exposed to variable psychosocial insults 2 times per day, 2 h each, and an overnight stressor. Control mice were not disturbed.

**Cross-fostering (CF)** Pups were switched with another litter within 24h of birth, so as to generate four groups for our studies: CTRL offspring, PS offspring, PS offspring CF to CTRL mom, CTRL offspring CF to CGS mom.

**Offspring Behavioral Assessment** Behavioral tests were conducted from least to most stressful in offspring when they reached postnatal day (PN) 28. Three separate cohorts were used for behavioral testing. One cohort underwent testing for anxiety-related behaviors using light-dark transition box (LD), followed by open field test (OFT) to assess for changes in locomotor activity, social interaction assay (SI) to measure alterations in sociability, and fear conditioning (FC) to quantify deficits in associative learning at the Cincinnati Children’s Research Foundation’s Animal Behavior Core. A second cohort was used to assess behavioral coping strategy to stress using the forced swim test (FST). A third cohort was used to measure changes in anhedonia using the sucrose preference test (SPT). To control for litter effects, one to two males or one to two females per litter selected by simple randomization were tested. Statistically, litter was a randomized block factor during analysis. Experimenters were blinded to group membership.

*Light-dark transition box (LD)* The LD was performed as previously described^2^. Briefly, offspring were placed inside the apparatus used for OFT which was modified with a black acrylic insert

that divided the chamber into two sides, one dark and one light, each measuring (20.5 cm x 41 cm) with a 7 x 7 cm opening between them. Mice were placed on the lighted side and the amount of time spent in each side of the apparatus as well as number of crossings was recorded over a 10-min period.

*Open field test (OFT)* The OFT was conducted as previously described^3^. Briefly, mice were placed inside an activity chamber measuring (41 cm x 41 cm x 38 cm) (San Diego Instruments, San Diego) with 16 photobeams spaced 2.5 cm apart in the x and y planes. Mice were tested for 1h and locomotor activity was analyzed in 5-min intervals.

*Social interaction assay (SI)* SI was performed as previously described^4^ with minor modifications. A three-chamber clear acrylic apparatus divided in three compartments was used. Two larger compartments (30 x 70 cm each) and a smaller central compartment (8.5 x 70 cm) were connected by openings in the center of each partition (7.5 x 5 cm). The larger compartments contained a small circular confinement cage each (measuring 15 cm in diameter). The test consisted of three parts conducted on a single day. Mice were first placed in the center compartment without access to the larger chambers and allowed to explore for 5 min. Next, mice were allowed to explore all three chambers of the apparatus for 5 min. Finally, in the testing phase, a stranger mouse was introduced (an unfamiliar conspecific of the same strain and sex) into one of the two confinement cages and the other confinement cage remained empty. Mice were allowed to explore freely for 5 min and movement was tracked using ANYmaze software (Stoelting, Wood Dale, IL). Amount of time spent interacting with the stranger mouse was used to quantify the degree of social interaction.

*Fear conditioning test (FC)* The FC assay which consisted of CS/US training and contextual and auditory cued components for fear conditioning was performed as previously described^5^ in order to assess associative learning. The apparatus contained a grid floor connected to a scrambled foot shock device mounted inside a sound-attenuated chamber (San Diego Instruments, San Diego, CA). On day one, mice were placed inside the apparatus for the training phase where they received three tone-footshock pairings spaced 180 s apart (tone: 82 dB, 2 kHz, 30 s duration; shock 1 s, 0.3 mA) near the end of a 10 min period. On day two, for contextual fear testing, mice were placed back in the chamber for 6 min without auditory cues. On day three, for cued fear testing, the grid floor inside the chamber was replaced with a different floor with a black hexagonal insert and mice were placed in the chamber for 3 min with no tone present followed by 3 min of tone. Freezing behavior was quantified on day two (contextual fear testing) and three (cued fear testing).

*Forced swim test (FST)* The FST was performed as previously described^4^. Briefly, mice were placed in a 2 L beaker with 1.5 L of water acclimatized to room temperature (25°C). On day 1, the habituation session, mice were placed in the beaker for 15-min. The testing session occurred the following day. Mice were allowed to swim for 5-min and duration of immobility as well as frequency of immobility episodes were recorded. Immobility was defined as lack of all motion except the minimal movement required to keep the mouse afloat.

*Sucrose preference test (SPT)* The SPT was conducted as previously described^1^. Briefly, mice were single housed with *ad libitum* chow, and given free access to one 100 ml graduated bottle containing tap water and another 100 ml bottle containing 4% sucrose for 6 days. The position of the bottles was interchanged daily to reduce side-bias. Water and sucrose consumption (ml) were measured daily and preference was calculated using the average of the measurements from the last 4 days only with the following formula: % preference = [(sucrose consumption/sucrose + water consumption) × 100].

**Serum corticosterone (CORT) measurements** In a separate cohort of mice, submandibular bleeds were performed at PN28 at circadian nadir, peak, and immediately following a 15-min swim in water acclimatized to room temperature (25°C). The blood was collected in serum separator tubes, centrifuged at 21,130 x g for 6-min, and serum was removed and stored at -20⁰C. Serum CORT measurements were performed by ELISA per manufacturer’s protocols (Arbor Assay, Ann Arbor, MI).

**Maternal behavior assessment** A separate cohort of mice was used for maternal behavior assessment, as previously described^1^. Pregnant mice were exposed to CGS or controls left undisturbed. Within 24h of birth, pups were CF so as to generate two groups, CTRL mom with PS offspring and CGS mom with CTRL offspring, and litters were culled to 6 pups. From postpartum day 2 to 5 (PP2-PP5), CTRL and CGS dams with CF offspring were observed for a 30-min period during the light cycle and percentage of time spent nursing, licking/grooming pups, and off nest were recorded. Degree of fragmentation in maternal care was represented by the total number of licking/grooming bouts and the average length of an individual bout^1,6^_._ Entropy rate was used to quantify degree of unpredictability in maternal care, as previously described^1,6-8^. Dams were categorized as performing different types of behavior: licking/grooming pups, nursing, nest building, self-grooming, carrying pups, or off-nest. The proportion of times a dam was observed transitioning from one behavior to the next was calculated for each dam. Following previously published protocols^1,6-8^, a first-order Markov chain was subsequently used to model the behavioral sequences and to calculate the entropy rate, or degree of randomness in maternal behavior sequences, using the formula$E$ $=-\sum_{i=1}^{M} \pi_{i}\sum_{j=1}^{M} p_{ij}log\left( p_{ij} \right)$, where p_ij_ measures the proportion of times the dam was recorded as transitioning from behavior *i* to behavior *j* and M=6 is the total possible number of behaviors, and $\pi_{i}$ was defined as the proportion of time a dam was exhibiting each behavior. Pup retrieval test was performed on PP6, as previously described^1^. Dams were removed from their home cage. Pups were randomly distributed across the cage and latency for dams to recover the first pup and and the rest of the pups to the original nest position were recorded.

**Maternal milk corticosterone (CORT) measurements** Milk was collected from dams on PP9 as previously described^9^. Dams were separated from pups for 4h prior to milking, anesthesized with ketamine (0.1 ml/20 g body weight ip) (Sigma, St. Louis, MO). Oxytocin (20 USP/ml ip) (Sigma) was injected to promote milk letdown and milk was collected 15 minutes after injection from each teat with capillary tubes (Drummond Scientific, Broomall, PA) and stored in microcentrifuge tubes at -20*C. Milk CORT measurements were performed by ELISA per manufacturer’s protocol (Abcam, Cambridge, UK).

**Mouse tissue collection, amygdala microdissections, and RNA isolation** Pregnant female mice were euthanized on G17.5. Following laparotomy, the fetuses were collected. Tail tissue samples were used for genotyping to identify sex of individual fetuses with primers specific for SRY (5’-GAGTACA- GGTGTGCAGCTCTA-3’ and 5’-CAGCCCTACAGCCACATGAT-3’) as previously described^10^. Brains from corresponding fetuses were collected and the ventrolateral portions of caudal telencephalic gross sections containing the amygdala were microdissected under a dissecting microscope and stored in RNA*later* (Thermo Fisher Scientific, Waltham, MA). From each litter, two males and two females were selected by simple randomization for RNA isolation. Tissues were homogenized using stainless steel beads in a TissueLyser II apparatus (Qiagen, Hilden, Germany). For PN28 offspring, mice were sacrificed via cervical dislocations and brains were harvested, immediately frozen on dry ice, and stored at -80⁰C. Frozen brains were then submerged in RNA*later*-ICE (Thermo Fisher Scientific) and allowed to thaw overnight at -20⁰C per manufacturer’s protocol. Amygdalar dissections were performed as previously described^11^. Briefly, two coronal cuts were made at -1 mm and -2.75 mm with respect to bregma and the amygdala was microdissected from these slices under a dissecting microscope following delineations from the mouse brain atlas to ensure that there was no contamination from surrounding tissue. RNA from fetal brain and PN28 amygdalar dissections was purified using RNeasy Micro Kit (Qiagen) following manufacturer’s instructions.

**quantitative PCR (qPCR)**  RNA was converted to cDNA using the Quantitect Reverse Transcriptase Kit (Qiagen) according to manufacturer’s protocols and stored at -20⁰C. qPCR was performed using Taqman system with Taqman Gene Expression Master Mix (ThermoFisher Scientific) on each cDNA sample as previously described^1^ with minor modifications. Specific probes were used to quantify murine targets of interest (ThermoFisher Scientific) and GAPDH (Mm99999915_g1, ThermoFisher Scientific) was used as endogenous control. 12.5 ng of fetal or PN28 amygdala cDNA template were used per well and samples were run in duplicates. qPCR reactions were run on an Applied Biosystems StepOnePlus Real-Time PCR instrument (Applied Biosystems, Foster City, CA). Gene expression data were calculated using the ΔΔCt method.

**RNA-sequencing** RNA isolated from amygdalar microdissections from four control and four PS offspring (per sex) from different litters at PN28 was used for directional RNA-seq performed by the Genomics, Epigenomics, and Sequencing Core at the University of Cincinnati following previously published methods^12,13^. Briefly, RNA quality was determined by Bioanalyzer (Agilent, Santa Clara, CA). PolyA RNA was isolated using the NEBNext Poly(A) mRNA Magnetic Isolation Module (New England BioLabs, Ipswich, MA) with a total of 1 µg of good quality total RNA as input and enriched using the SMARTer Apollo NGS library prep system (Takara Bio USA, Mountain View, CA). Sequencing libraries were prepared using the NEBNext Ultr II Directional RNA Library Prep Kit for Illumina (New England Biolabs). After indexing, enrichment through 8 cycles of PCR, and passing initial quality control metrics, individually indexed and compatible libraries were proportionally pooled and sequenced using Nextseq 550 sequencer (Illumina, San Diego, CA). The sequencing setting of single read 1 × 85 bp to generate ∼50 M reads per sample was used. Sequencing data has been deposited in NCBI's Gene Expression Omnibus and is accessible through GEO Series accession number GSE189330.

### RNA-sequencing analysis RNA-seq reads were aligned to mouse genome, mm10, using STAR aligner^14^. Only uniquely aligned reads were retained for downstream analysis. Raw reads counts aligned to each genes were measured using FeatureCounts^15^. Differentially expressed genes (DEGs) were analyzed using RUVseq^16^ and EdgeR^17^. Specifically, we introduced two factors (k=1) of unwanted variation and estimated it using RUVs in RUVseq, which were incorporated into the model matrix for edgeR. Genes were defined as “expressed” if it displays > 0.5 CPM in at least one condition. Genes with fold-change > 1.5 and FDR < 0.05 were selected as differential genes for gene ontology analysis using EnrichR^18^. Top significant GO terms were selected for presentation.

**Statistics**  Data were analyzed by mixed linear factorial ANOVA with degrees of freedom calculated using the Kenward-Roger method (Proc Mixed, SAS version 9.4, SAS Institute, Cary, NC, USA), two-way ANOVA test followed by Tukey’s post hoc test (Prism 7.0c software; GraphPad Software, Inc., San Diego, CA, USA), or unpaired 2-tailed *t*-test (Prism 7.0c software) as indicated in figure legends. For behavioral and neuroendocrine assessments mixed linear ANOVA with PS x sex x CF model was used with litter as a randomized block factor. For fetal amygdala gene expression measurements, mixed linear ANOVA with PS x sex model and litter as a randomized block factor was used. qPCR validation of RNA seq data analysis was performed by Student’s *t*-test. Maternal behavior and milk CORT concentration analysis were performed by Student’s *t*-test. Effects of cross-fostering on amygdalar gene expression was analyzed by two-way ANOVA for PS and CF to determine main effects followed by Tukey’s post hoc test. P<0.05 was considered significant. The n represents either offspring, litter numbers, or dams, as indicated in figure legends. Results are reported as mean + standard error of the mean (s.e.m.).

**REFERENCES**

1. Zoubovsky SP, Hoseus S, Tumukuntala S, Schulkin JO, Williams MT, Vorhees CV, et al. Chronic psychosocial stress during pregnancy affects maternal behavior and neuroendocrine function and modulates hypothalamic CRH and nuclear steroid receptor expression. *Transl Psychiatry*. 2020; **10**: 6.

2. Amos-Kroohs RM, Williams MT, Braun AA, Graham DL, Webb CL, Birtles TS, et al. Neurobehavioral phenotype of C57BL/6J mice prenatally and neonatally exposed to cigarette smoke. *Neurotoxicol Teratol.* 2013; **35**: 34–45.

3. Kuerbitz J, Arnett M, Ehrman S, Williams MT, Vorhees CV, Fisher SE, et al. Loss of Intercalated Cells (ITCs) in the Mouse Amygdala of Tshz1 Mutants Correlates with Fear, Depression, and Social Interaction Phenotypes. *J Neurosci*. 2018; **38**:1160–1177.

4. Amos-Kroohs RM, Davenport LL, Gutierrez A, Hufgard JR, Vorhees CV, Williams MT. Developmental manganese exposure in combination with developmental stress and iron deficiency: Effects on behavior and monoamines. *Neurotoxicol Teratol*. 2016; **56**: 55–67.

5. Vorhees CV, Graham DL, Braun AA, Schaefer TL, Skelton MR, Richtand NM, et al. Prenatal immune challenge in rats: Effects of polyinosinic-polycytidylic acid on spatial learning, prepulse inhibition, conditioned fear, and responses to MK-801 and amphetamine. *Neurotoxicol Teratol*. 2015; **47**: 54–65.

6. Molet J, Heins K, Zhuo X, Mei YT, Regev L, Baram TZ., et al. Fragmentation and high entropy of neonatal experience predict adolescent emotional outcome. *Transl. Psychiatry.*2016; **6**: e702.

7. Davis EP, Stout SA, Molet J, Vegetabile B, Glynn LM, Sandman CA, et al. Exposure to unpredictable maternal sensory signals influences cognitive development across species. *Proc. Natl Acad. Sci.*2017; **39**: 10390–10395.

8. Baram TZ, Davis EP, Obenaus A, Sandman CA, Small SL, Solodkin A, et al. Fragmentation and unpredictability of early-life experience in mental disorders. *Am. J. Psychiatry.*2012; **9**: 907–915.

9. Chen Y, Wang J, Yang S, Utturkar S, Crodian J, Cummings S, et al. Effects of high-fat diet on secreted milk transcriptome in midlactation mice. *Physiol Genomics*. 2017; **49**: 757-762.

10. Mueller BR, Bale TL. Sex-specific programming of offspring emotionality after stress early in pregnancy. *J Neurosci*. 2008; **28**: 9055–9065.

11. Zapala MA, Hovatta I, Ellison JA, Wodicka L, Del Rio JA, Tennant R, et al. Adult mouse brain gene expression patterns bear an embryologic imprint. *Proc Natl Acad Sci U S A*. 2005; **102**: 10357–10362.

12. Rapp SJ, Dershem V, Zhang X, Schutte SC, Chariker ME. Varying Negative Pressure Wound Therapy Acute Effects on Human Split-Thickness Autografts. *J Burn Care Res*. 2020; **41**: 104–112.

13. Walsh KB, Zhang X, Zhu X, Wohleb E, Woo D, Lu L, et al. Intracerebral Hemorrhage Induces Inflammatory Gene Expression in Peripheral Blood: Global Transcriptional Profiling in Intracerebral Hemorrhage Patients. *DNA Cell Biol*. 2019; **38**: 660–669.

14. Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, et al. STAR: ultrafast universal RNA-seq aligner. *Bioinformatics*. 2013; **29**: 15–21.

15. Liao Y, Smyth GK, Shi W. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinforma Oxf Engl*. 2014; **30**: 923–930.

16. Risso D. RUVSeq: Remove Unwanted Variation from RNA-Seq Data. 2014.

17. McCarthy DJ, Chen Y, Smyth GK. Differential expression analysis of multifactor RNA-Seq experiments with respect to biological variation. *Nucleic Acids Res*. 2012; **40**: 4288–4297.

18. Kuleshov MV, Jones MR, Rouillard AD, Fernandez NF, Duan Q, Wang Z, et al. Enrichr: a comprehensive gene set enrichment analysis web server 2016 update. *Nucleic Acids Res*. 2016; **44**: 90-97.

**Supplementary figure legends**

**Supplementary Table 1**. **Summary of maternal behavior analysis previously assessed in CTRL vs CGS dams.** Comparison of different quantitative and qualitative characteristics of maternal behavior previously assessed from postpartum day (PP) 2-6. CGS dams exhibit increased fragmentation of maternal care and increased unpredictability in maternal signals, as well as increased time to retrieve pups in pup retrieval task, when compared to CTRL dams.

**Supplementary Figure 1: Maternal behavior analysis in dams with CF offspring.** Percent time spent licking/grooming CF offspring (**a**), nursing CF offspring (**b**) and off nest (**c**) from postpartum day (PP) 2-5. Fragmentation in maternal care patterns quantified by mean duration (**d**) and number (**e**) of licking/grooming bouts recorded from PP2-PP5. Unpredictability in maternal care patterns quantified by entropy rates (**f**). Time to retrieve first CF pup (**g**) and all CF offspring (**h**) in pup retrieval task performed on PP6, CTRL dams with CF PS offspring = 9, CGS dams with CF CTRL offspring = 9. Data presented as mean + SEM. **p* < 0.05 unpaired 2-tailed *t*-test.

**Supplementary Figure 2. Psychosocial PS has no effect on offspring sociability or associative learning.** (**A**) Time spent exploring chamber in habituation phase and in testing phase with an unfamiliar conspecific during SI, CTRL offspring = 30, PS offspring = 29, PS offspring CF to CTRL mom = 39, CTRL offspring CF to CGS mom = 39. Freezing behavior measured during (**B**) training, (**C**) context and (**D**) cued phase of FC, CTRL offspring = 30, PS offspring = 29, PS offspring CF to CTRL mom = 39, CTRL offspring CF to CGS mom = 39. Data presented as mean + SEM. *****p* < 0.0001 mixed linear ANOVA with prenatal stress x cross-fostering x sex model and litter as a randomized block factor.

**Supplementary Figure 3: Maternal milk CORT concentrations in dams with CF offspring.** Maternal milk CORT measurements performed on PP9, CTRL dams with CF offspring = 9, CGS dams with CF offspring = 9. Data presented as mean + SEM. Unpaired 2-tailed *t*-test.

**Supplementary Figure 4. Effects of psychosocial PS on fetal brain development.** qPCR analysis of gene expression changes in molecular regulators of the HPA axis, including (**a**) CRH, (**b**) GR, (**c**) CRH R1, and (**d**) CRH R2, performed in E17.5 fetal amygdalas, N = 3 litters per group, 2 males and 2 females per litter. Data presented as mean + SEM. **p* < 0.05 mixed linear ANOVA with prenatal stress x sex model and litter as a randomized block factor.

**Supplementary Figure 5.** **Analysis of DEGs in the amygdala in CTRL females vs. CTRL males and PS males vs. PS females.** (**a**) Scatter plot displaying 9 female-specific and 9 male-specific genes in CTRL females vs. CTRL males comparison. (**b**) Summary of DEGs. Genes were considered significant with an FDR < 0.05 and FC > 1.5. (**c**) Significantly enriched pathways after gene ontology analysis of male-specific genes using molecular function category. Genes significantly expressed in the amygdala of CTRL males when compared to CTRL females include genes encoding for calcium binding proteins associated with RAGE receptor binding process and long chain fatty acid binding process. (**d**) Scatter plot displaying 344 PS female-specific and 173 PS male-specific genes. Genes were considered significant with an FDR < 0.05 and FC > 1.5. (**e**) Significantly enriched pathways after gene ontology analysis of PS female-specific genes using biological process and cellular component categories.

**Supplementary Table 2**. **Comparison of fold change determined by RNA-seq and qPCR for a subset of genes selected for validation of RNA-seq and summary of CF-induced changes.** Comparison of fold changes by RNA-seq and qPCR shows a positive correlation. Summary of gene expression changes obtained after CF obtained via qPCR has also been provided.

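Supplementary Table 2 sets the log2 fold change of 14 genes by RNA-seq beside that by qPCR. Gsg1l, Grin3a, Cnih3, Cacng5, Gabra3, Gabrq, Hap1, Cacng6, Kcna3, Kcnh4, Homer3 and Grm2 were compared between PS and CTRL males, and Dbh and Slc6a5 between PS and CTRL females. All 14 genes had the same sign in the deposited RNA-seq values and in the qPCR values of the table. Across genes, the limma log2 fold changes and the qPCR log2 fold changes had a Pearson r of 0.908 (permutation test, two-sided, p = 3e-05, adjusted p = 9.33e-05) and a Spearman rho of 0.886 (permutation test, two-sided, p = 5e-05, adjusted p = 2e-04). Slc6a5 entered with 1.64, a size set by the 0.5 CPM added and by PS female LM29, while the table gives 6.52. The table's own RNA-seq values, where Gabra3 and Gabrq hold each other's deposited value, were not correlated here. Dbh and Slc6a5 lay farthest from the median qPCR value, and without them the 12 genes of the male comparison had r = 0.866 (permutation test, p = 7e-05, adjusted p = 9.33e-05) and rho = 0.839 (permutation test, p = 0.00101, adjusted p = 0.00135). Over the 10 genes that were lower in PS males, r was 0.693 (permutation test, p = 0.0229, adjusted p = 0.0229) and rho was 0.721 (permutation test, p = 0.0229, adjusted p = 0.0229). The p-values were adjusted by the Benjamini-Hochberg method over 4 such relations, with 1e+05 resamples each. Among these, the 12 genes without Dbh and Slc6a5 and the 12 genes measured in males are the same set. Genes are not independent replicates, and these were chosen by the study.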

# Supplementary material for: Neurobehavioral abnormalities following prenatal psychosocial stress are differentially modulated by maternal environment
**Source:** Transl Psychiatry. 2022 Jan 17;12:22. doi: 10.1038/s41398-022-01785-5
**Supplement:** Supplementary file 2 — Supplementary table 1

## Slide 1

| Behavior | Results |
| --- | --- |
| Time spent grooming pups | No difference |
| Time spent nursing pups | No difference |
| Time spent off nest | No difference |
| Fragmentation of maternal care patterns | Increased in CGS dams |
| Unpredictability of maternal care patterns | Increased in CGS dams |
| Time spent retrieving pups | Increased in CGS dams |

# Supplementary material for: Neurobehavioral abnormalities following prenatal psychosocial stress are differentially modulated by maternal environment
**Source:** Transl Psychiatry. 2022 Jan 17;12:22. doi: 10.1038/s41398-022-01785-5
**Supplement:** Supplementary file 7 — Supplementary figure 5

## Slide 1

A
B
C
| GO Category ID | GO Category Name | Adjusted P-value | Hit in Query List |
| --- | --- | --- | --- |
| Male-specific | | | |
| GOTERM\_MF:0050786 | RAGE receptor binding | 1.18E-05 | S100A4; S100A9; S100A8 |
| GOTERM\_MF:0036041 | Long-chain fatty acid binding | 5.61E-03 | S100A9; S100A8 |
| Gene symbol | Chromosome | Log2FC | FDR |
| --- | --- | --- | --- |
| Female-specific | | | |
| Xist | X | 12.14 | 0.00E+00 |
| Prss16 | 13 | 1.99 | 1.33E-02 |
| Ntn5 | 7 | 1.39 | 2.45E-02 |
| Sec1 | 7 | 1.31 | 1.87E-04 |
| Mcmdc2 | 1 | 0.86 | 3.94E-04 |
| Pcdhb2 | 2 | 0.71 | 2.35E-02 |
| Col20a1 | 2 | 0.68 | 3.66E-02 |
| Ecm2 | 13 | 0.64 | 4.68E-03 |
| Eif2s3x | X | 0.64 | 1.19E-06 |
| Male-specific | | | |
| Eif2s3y | Y | -11.60 | 1.03E-268 |
| Kdm5d | Y | -11.14 | 9.20E-288 |
| Ddx3y | Y | -10.81 | 0.00E+00 |
| Uty | Y | -9.84 | 0.00E+00 |
| S100a9 | 3 | -3.19 | 1.19E-09 |
| S100a8 | 3 | -2.99 | 7.58E-09 |
| Prx | 7 | -2.28 | 5.58E-03 |
| Gm35612 | | -1.52 | 6.61E-06 |
| S100a4 | 3 | -0.89 | 3.25E-02 |
E
| | | | |
| --- | --- | --- | --- |
| GO Category ID | GO Category Name | Adjusted P-value | Hit in Query List |
| PS female-specific | | | |
| GOTERM\_BP:0007268 | Synaptic transmission | 2.05E-04 | HCN4; KCNG1; CAMK2D; DOC2A; RASGRF2; DBH; SLC6A2; KCNV1; RIMS1; NPY; NPTX2; DLGAP2; CACNG3; NTSR1; GRINA3; SYT5; KCNJ4; UNC13C; KCNF1; KCNH4; KCNH5; GABRA3; SST; HAP1; CNIH3; STX1A |
| GOTERM\_BP:0034762 | Regulation of transmembrane transport | 4.58E-04 | KCNG1; HCN4; KCNJ4; KCNF1; MEF2C; KCNH4; CAMK2D; KCNH5; RASGRF2; ATP2B4; TRDN; CACNG6; KCNV1; BPIFA1; JSRP1; GSG1L; HAP1; NOS1; CNIH3; CACNG3; CACNG5 |
| GOTERM\_BP:1900449 | Regulation of glutamate receptor signaling | 1.35E-02 | MEF2C; RASGRF2; GSG1L; CACNG3; CNIH3; CACNG5 |
| GOTERM\_CC:1902495 | Transmembrane transporter complex | 2.20E-03 | GABRQ; KCNG1; KCNJ4; KCNF1; KCNH4; CAMK2D; GABRA3; ANO2; TRDN; CACNG6; OLFM1; KCNV1; GLRA3; CNIH3; CACNG3; GRIA3; CACNG5 |
D

# Supplementary material for: Neurobehavioral abnormalities following prenatal psychosocial stress are differentially modulated by maternal environment
**Source:** Transl Psychiatry. 2022 Jan 17;12:22. doi: 10.1038/s41398-022-01785-5
**Supplement:** Supplementary file 8 — Supplementary table 2

## Slide 1

| | | RNA-seq results | | qPCR results | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Gene symbol | Gene name | Log2FC | FDR | FC | Log2FC | Concordant | Normalization after cross-fostering |
| MALES | | | | | | | |
| Glutamatergic signaling | | | | | | | |
| HOMER 3 | Homer Scaffold Protein 3 | 0.99 | 1.22E-02 | 3.37 | 1.75 | yes | Rescued in PS males CF to CTRL mom |
| GRM2 | Glutamate metabotropic receptor 2 | 0.75 | 1.22E-02 | 1.61 | 0.69 | yes | Rescued in PS males CF to CTRL mom |
| GSG1L | Germ cell-specific gene 1-like protein | -0.59 | 4.09E-02 | 0.57 | -0.80 | yes | |
| GRIN3A | Glutamate Ionotropic Receptor NMDA Type Subunit 3A | -0.65 | 1.21E-04 | 0.65 | -0.62 | yes | |
| CNIH3 | Cornichon Family AMPA Receptor Auxiliary Protein 3 | -0.76 | 1.47E-03 | 0.58 | -0.79 | yes | |
| CACNG5 | Calcium Voltage-Gated Channel Auxiliary Subunit Gamma 5 | -0.92 | 2.72E-04 | 0.35 | -1.51 | yes | Trend towards rescue in PS males CF to CTRL mom |
| GABAergic signaling | | | | | | | |
| GABRA3 | Gamma-Aminobutyric Acid Type A Receptor Subunit Alpha3 | -1.25 | 3.76E-03 | 0.61 | -0.72 | yes | |
| HAP1 | Huntingtin Associated Protein 1 | -0.85 | 1.54E-02 | 0.53 | -0.93 | yes | Trend towards rescue in PS males CF to CTRL mom |
| GABRQ | Gamma-Aminobutyric Acid Type A Receptor Subunit Theta | -0.73 | 1.58E-02 | 0.27 | -1.89 | Trend (P=0.0837) | |
| Calcium (Ca2+) channels | | | | | | | |
| CACNG6 | Calcium Voltage-Gated Channel Auxiliary Subunit Gamma 6 | -1.28 | 2.02E-03 | 0.16 | -2.67 | yes | |
| Potassium (K+) channels | | | | | | | |
| KCNA3 | Potassium Voltage-Gated Channel Subfamily A Member 3 | -0.60 | 2.82E-04 | 0.82 | -0.29 | yes | |
| KCNH4 | Potassium Voltage-Gated Channel Subfamily H Member 4 | -0.92 | 3.90E-03 | 0.51 | -0.98 | yes | |
| FEMALES | | | | | | | |
| DBH | Dopamine Beta Hydroxylase | 1.48 | 5.94E-03 | 4.04 | 2.01 | yes | Rescued in PS females CF to CTRL mom |
| SLC6A5 | Sodium and Chloride-dependent Glycine Transporter | 6.52 | 5.94E-03 | 3.77 | 1.92 | Trend (P=0.0899) | |

How the deposited data were processed for this re-analysis (not part of the article)

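The samples were PN28 amygdala tissue of 16 mice, 4 each of CTRL males, PS males, CTRL females and PS females, from different litters within each sex. The authors made directional poly(A) libraries, sequenced them as single reads, aligned the uniquely mapped reads to mm10 with STAR and counted them per gene with featureCounts. They then removed unwanted variation with RUVs and tested genes with edgeR, counting as DEGs the genes with an FDR under 0.05 and a fold change over 1.5. The paper and the submitters' notes give no versions of these tools and no strand setting for the counting.

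The deposited table gives 17293 genes with a corrected value per library, here treated as a score and not as a read count, and the CPM that the authors computed from these corrected values. It also holds the log2 fold change, the p-value and the FDR that the authors obtained for each comparison, which serve only as the authors' values. The columns named as raw are not raw counts. Their upper quartiles lie between 2679 and 2753 in all libraries, and over the 11026 genes with a mean CPM above 5 the libraries vary within groups in only 10 of 12 directions. The singular values of the 12 directions run from 21.3 down to 6.08 and then fall to 0.191 and 0.09, while whole reads of the same means would leave at least 3.37. The 2 missing within-group directions, which stand for 2 removed factors, had thus been taken out by the authors before rounding. The values sum to between 39989993 and 44275406 per library, and 279 genes are at 0 in every library. Because the values are corrected, no counting interval is given, and the precision is that of 4 libraries per group. Within groups, the variance lay 6.61 to 54.3 times over that of Poisson counts and the correlations between libraries lay between 0.989 and 0.998. No pair of libraries in a group was identical (0 of 24 pairs). The 8 male libraries had Xist under 1 CPM, the 8 female libraries had Ddx3y under 1 CPM, and 0 libraries went against their label.

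The 2 removed directions were recovered from the deposited values and kept in the model, which left 10 residual degrees of freedom. CPM was scaled with TMM factors (0.95 to 1.047) computed from the deposited values, 0.5 was added, and log2 values were fitted with 1 mean per group over all 16 libraries in limma 3.58.1 (R 4.3.3), with moderated variances that follow mean expression. Genes with a mean CPM above 0.5 in at least one compared group were tested, p-values were adjusted by the Benjamini-Hochberg method, and DEGs had an FDR under 0.05 and a fold change over 1.5. The comparisons were PS against CTRL in each sex, females against males in CTRL and in PS, and the PS effect in males minus that in females. The design set before the data were examined was a count model with the RUVs factor estimated from raw counts. It could not be used because the deposited values are not counts, and limma took its place with the groups, filter and thresholds unchanged. On data simulated for PS males against CTRL males with 14223 genes, 93 of 100 genes changed 2-fold and 100 of 100 genes changed 4-fold were called, with 1 false call, and 0 genes were called in the unchanged comparison. In the simulation genes varied independently of each other, and the changes were added after 2 factors had been removed. The real libraries share more structure than that, so these numbers do not give the error rate on the real values.

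Before the data were examined, 31 lists of channel, receptor, transmitter, hormone and cell type marker genes were written down, and 11 further lists hold the genes the study chose. The genes named by the paper were known when the 31 lists were written, and some lists share members with them. Members were counted at an adjusted p under 0.05 over all genes tested and adjusted over the list alone. Each list was also compared with all other genes by camera with a preset correlation of 0.01, and again with an estimated correlation. With the estimated correlation 0, 0, 2, 2 and 0 of the 31 lists passed in the comparisons in the order above, and the 2 were in both cases the Y-linked genes and the X-linked genes that escape inactivation. The genes named are those the paper names in its text, Fig. 3D, Fig. 3F, Fig. S5B, Fig. S5E or Supplementary Table 2, whose values in the paper had been seen, the 8 largest DEGs without overlap in each direction of each comparison, and up to 4 members of each list with the smallest adjusted p.

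Principal components were computed on centered log2 CPM of the deposited, already corrected values and tested by exact permutation. RNA-seq and qPCR fold changes were compared across genes by a permutation test. Coordinates are those of GRCm38 (mm10) in GENCODE release M21, in which 493 of 495 gene symbols had a match. Genes that overlap another gene are named as such, since reads in the overlap could have been counted for either. Hba-a1 and Hba-a2 have equal values in all 16 libraries, so they are not told apart. Alternatives were 2 other scalings, no filter on low values, the FDR alone, only the 8 libraries compared and each library left out. With 1 library left out, only 1 of the 2 removed factors could be recovered and kept in the model. Added after the data had been seen were other values added before taking log2, no further scaling, the removed factors left out of the model, a variance prior without trend, and the authors' p-values.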

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

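The tests of hippocampal tissue, brainstem tissue, peripheral nerve and blood were chosen only after the result was seen, while the test of central amygdala tissue and the counts over other splits were set beforehand.

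In 5 cases a library lay far from the other 3 of its group. Kcnk9 had 28.0 CPM in CTRL male LM18 and 21.9 to 22.5 CPM in the others, and Homer3 had 96.7 CPM in PS male LM28 and 48.5 to 50.8 CPM in the others. Slc6a5 had 30.9 CPM in PS female LM29 and 0.0226 to 0.996 CPM in the others. Eif2s3y had 0.0467 CPM in CTRL female LM21 and 0 in the others, and S100a9 had 0.0702 CPM in CTRL female LM22 and 0.0231 to 0.0244 CPM in the others. Over the 58 pairs of a gene and a group that were checked (29 genes), chance alone gives about 2.9 such cases, or 1 in 20.

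The effect of PS differed between males and females, by limma, for 231 genes. Among the genes the paper names, the log2 effect in males minus that in females was -0.91 for Kcnf1, -1.20 for Kcnv1, -1.38 for Atp2b4, -1.67 for Trdn, -1.54 for Camk2d, -1.19 for Gsg1l, -1.02 for Cnih3, -1.02 for Cacng5, -1.27 for Dbh and -1.02 for S100a9, with limma adjusted p from 0.0376 to 0.0476. Except for Kcnf1, each of these did not pass without CTRL female LM24 (limma, adjusted p up to 0.0682). Genes of Fig. 3F and Fig. S5B also passed in the other direction, with 0.97 for Ecm2, 1.27 for Clec1a, 0.81 for Pcdhb2 and 0.74 for Col20a1 (limma, adjusted p from 0.0314 to 0.0471). Of 100 relabelings of PS and CTRL within sex, only the real one (1 of 100) gave as many genes, and the highest other number was 58. The authors' correction used the real groups, which lowers the number for any other labeling, so chance is not excluded by this count.

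Several lists of genes that the paper does not discuss held genes that passed when adjusted over the list alone. In PS males, 5 of 8 adrenergic receptor genes were lower and 1 was higher (3 lower over all genes tested by limma; camera, adjusted p = 0.0161, and adjusted p = 0.439 with an estimated correlation). Adra1a, which encodes an alpha-1 adrenergic receptor, had a log2 fold change of -0.63 (SE 0.12, limma, adjusted p = 0.0319), and Adrb3, which overlaps Gm45470 on the opposite strand by 839 bases, had -0.80 (limma, adjusted p = 0.0441). Also in PS males, 8 of 12 microglia genes were lower (2 over all genes tested by limma; camera, adjusted p = 0.454 with an estimated correlation). In CTRL females against CTRL males, 7 of 8 genes of neutrophils and erythroid cells were lower (0 over all genes tested by limma, which had 789 genes at an unadjusted p under 0.05; camera, adjusted p = 0.133 with an estimated correlation). Hba-a1 and Hba-a2, which have equal values in every library, are both among the 8. In PS females against PS males, 6 of 12 astrocyte genes and 9 of 14 oligodendrocyte genes were lower (2 and 1 over all genes tested by limma; camera, adjusted p = 0.546 for each with an estimated correlation).

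The 145 DEGs between PS and CTRL males were set against chance and against the makeup of the dissected tissue. Of the 35 splits of the 8 male libraries into 4 and 4, 2 gave as many DEGs, the real one included, and the other gave 215 (LM17, LM25, LM26 and LM28 against LM18, LM19, LM20 and LM27), so chance is not excluded, and a structure among the male libraries other than PS may contribute. Whether a larger share of hippocampus in the PS male tissue was the cause is not decided. CTRL females held as much of the hippocampal list as PS males (mean log2 value 6.45 and 6.40, against 5.91 in CTRL males). Of the 145 DEGs, 142 moved in CTRL females against CTRL males in the same direction as in PS males. CTRL males are part of both comparisons, which by itself draws the signs together. The median shift in CTRL females was 0.313 of that in PS males (spread over libraries 0.183), under 0.5 by a narrow margin. The DEGs were picked for their shift in PS males, and the bound of 0.5 was settled after this share was known. With the hippocampal score as a covariate, the median log2 fold change of the DEGs went from 0.816 (median SE 0.171) to 0.584 (median SE 0.16), and with the score of central amygdala and intercalated neurons it went to 0.585 (median SE 0.171), a share of 0.717 that exceeds 0.5 by little more than its spread of 0.209, so that 72 and 73 DEGs kept a fold change over 1.5 and 3 and 0 an FDR under 0.05. The authors dissected the amygdala from coronal slices along atlas borders to keep other tissue out. A score from a few marker genes may follow the share of a tissue only roughly, so what remains with it as a covariate cannot exclude that tissue. Hippocampal tissue and a smaller share of central amygdala, each as all or part of the cause, stay open. So do a change in these neurons and an effect of PS itself.

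Slc6a5 and Col22a1 were far higher in PS female LM29 than in the other PS females, though for Col22a1 these exceeded the CTRL female mean. If that library held brainstem tissue, the other brainstem genes would be higher too, and the 4 that reach 1 CPM in any library were, with 0.5 CPM added to every value, 1.44 times those of the other PS females in the median (spread 0.583), from 0.671 for Cbln3 to 4.35 for Slc6a2, whose CPM was 2.22 in LM29 and 0.0711 to 0.181 in the others. If it held peripheral nerve, Slc6a5 would follow the Schwann cell genes, and over the other 15 libraries its rho with them was 0.279 (permutation test, p = 0.31) and its r was 0.149 (permutation test, p = 0.603; r = 0.154 without the 2 libraries farthest from the median), while LM29 itself had the highest mean log2 value of the Schwann cell genes of all 16 libraries (2.60, against 1.23 to 1.40 in the other PS females and up to 2.42 in PS males). Brainstem tissue, which the dissection was meant to keep out, peripheral nerve and an effect of PS in a single animal cannot be told apart, since 1 library shows the pattern and few such genes are expressed.

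S100a8, S100a9 and Prx had lower values in CTRL females than in CTRL males without passing the test. More blood left in the CTRL male tissue could raise the S100 genes there, and the hemoglobin genes were likewise lower in CTRL females, with a median log2 fold change of -1.51. In PS males against CTRL males, however, the hemoglobin genes had a median of 0.418 while S100a8 and S100a9 had -0.499, so blood as the source stays open. For Prx, peripheral nerve in the CTRL male tissue is a candidate source, since the other 6 Schwann cell genes had a median log2 fold change of -0.587. A difference between the sexes in these genes was not tested apart from these sources.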

How the results depend on the processing

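The values added before taking log2, no further scaling, the removed factors left out of the model, the variance prior without trend and the authors' p-values were chosen after the data had been seen. No fold change of a gene or list tested here changed its direction while past its threshold, but the DEGs between PS females and PS males went from 208 higher and 91 lower to 161 and 200 with no further scaling. Of the values of the results below, 205 were the same, 40 moved and 8 no longer passed over the alternatives set beforehand, and 48 were the same and 9 moved over those added. Here a number of DEGs is called the same when it lies within 1.5 times that of the main setting, so it need not be equal. No paired analysis was possible because the libraries carry their own LM numbers, which no groups share.

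The number of DEGs between PS and CTRL males, 145 in the main setting, was 55 with no filter on low values (17014 genes tested), 494 with the FDR alone, 264 with only the 8 libraries compared, 301 with the 2 removed factors left out of the model, 48 without trend in the variance prior and 443 with the authors' p-values. Leaving out each library in turn gave 26 (LM20 or LM25) to 323 (LM17). For the sex difference, 231 genes, it was 80 with no filter, 591 with the FDR alone, 481 with the removed factors left out and 9 without trend, and 61 (LM24) to 564 (LM30) when each library was left out. Between PS females and PS males, 299 genes, it was 1877 with the FDR alone and 522 with the authors' p-values, and 172 (LM32) to 518 (LM30) when each library was left out. Between PS and CTRL females it was 0 in all limma settings, with 1281 (without LM24) to 2500 (without LM21) genes at an unadjusted p under 0.05, and 5 with the authors' p-values. Between CTRL females and CTRL males, 8 genes, it was 16 with the authors' p-values and 7 to 8 when each library was left out. The FDR alone adds genes by its construction. Leaving the removed factors out or using only the 8 libraries compared changes the degrees of freedom. Leaving 1 library out does not, since only 1 removed factor could then be recovered, while with 8 libraries 0 could. Leaving out any 1 female library, none of which is compared there, gave 178 (LM22) to 275 (LM32) DEGs between PS and CTRL males. Such a rise does not speak of that library alone. Otherwise the cause was not tested.

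The share of the principal components between PS and CTRL males, 67.7%, was 61.1% to 75.3% when each library was left out. The difference of the centroid distances, 26.2, was 49.2 with unit variance (exact permutation test, p = 0.23), 24.4 with the genes on X and Y left out (p = 0.051) and 21.6 to 33.6 when each library was left out. The cause was not tested.

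The numbers of gene lists past camera, 12, 7, 8, 10 and 7 in PS males, PS females, the CTRL sexes, the PS sexes and the sex difference, were 0, 0, 2, 2 and 0 with an estimated correlation. When each library was left out they were 9 to 14, 3 to 9, 6 to 14, 7 to 13 and 5 to 9, and for the sex difference the number was 13 without further scaling. Among values of single genes, 20663 kept their side of the threshold across alternatives, 619 passed it anew, 558 no longer passed it and 100 moved by more than the spread. For lists these numbers were 2655, 67, 124 and 80.

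Not run were the alternatives that need raw counts, which are no RUVs factor, 2 RUVs factors, RUVs on raw counts, the likelihood ratio and Wald tests on counts, the filter built for counts, and a RUVs factor estimated from raw counts and removed before the principal components. The principal components shown come from the deposited values, from which the authors had already removed 2 factors. Components with no factor removed, which had been planned, could not be computed. For S100a8, S100a9, Trdn, Prss16 and the Y-linked genes, all under 1 CPM in at least one group, depth limits the fold change, whose size follows the value added before taking log2.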

Differences from the paper's values

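The authors' p-values and the removed factors left out of the model were chosen after the values had been seen, and the other alternatives named here were set before the data were examined. For the PS males the paper reports 452 DEGs, 178 higher and 274 lower, and limma on the deposited values gave 145, 23 and 122. All 452 had the same direction here and 444 had an unadjusted p under 0.05. With the FDR alone the numbers were 494, 128 and 366, each within 1.5 times the paper's. That setting lacks the paper's fold change threshold, though, and the genes were mostly others. It called 163 of the paper's 452 genes, dropped 289 of them and called 331 that the paper did not. Without LM17 the total of 323 and the 231 lower genes came within it, as did the 186 lower genes with only the 8 libraries compared, 185 without LM26 and 192 without LM32. The 2 other scalings, no filter on low values and the other libraries left out did not. The authors' p-values adjusted over the genes tested, chosen after seeing the values, gave 443 DEGs (175 higher and 268 lower) and dropped 9 of the paper's. The removed factors left out of the model, also chosen after seeing the values, gave 301 (102 and 199) and dropped 153 of the paper's.

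For the PS females the paper reports 8 DEGs, 5 higher and 3 lower, and limma gave 0, 0 and 0, with 1807 genes at an unadjusted p under 0.05. All 8 of the paper's genes had the paper's direction and 7 had an unadjusted p under 0.05. No alternative set before the data were examined came within 1.5 times these numbers. The authors' p-values adjusted over the genes tested, chosen after seeing the values, gave 5 (3 higher and 2 lower) and dropped 3 of the paper's.

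For CTRL females against CTRL males the paper reports 18 DEGs, 9 higher and 9 lower, and limma gave 8, 3 and 5. All 18 of the paper's genes had the paper's direction and an unadjusted p under 0.05. No alternative set before the data were examined came within 1.5 times these numbers. The authors' p-values adjusted over the genes tested, chosen after seeing the values, gave 16 (8 and 8) and dropped 2 of the paper's. The removed factors left out of the model, also chosen after seeing the values, gave 11 (4 and 7) and dropped 7, and a smaller added value, chosen likewise, gave 9 (3 and 6) and dropped 9.

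For PS females against PS males the paper reports 517 DEGs, 344 higher and 173 lower (the number in the legend of Fig. S5D, which adds up to the paper's total, unlike the number in its text), and limma gave 299, 208 and 91. All 517 had the paper's direction and 508 had an unadjusted p under 0.05. The total came within 1.5 times the paper's without LM20, LM21, LM22, LM23, LM24, LM26, LM27, LM29 or LM30 (347 to 518), the higher genes without LM17, LM20, LM21, LM23, LM24, LM29 or LM30 (230 to 326), and the lower genes without LM19, LM20, LM21, LM22, LM23, LM24, LM26, LM27, LM29 or LM30 (118 to 242). The 2 other scalings, no filter, the FDR alone, only the 8 libraries compared and the other libraries left out did not. The authors' p-values adjusted over the genes tested, chosen after seeing the values, gave 522 (346 and 176) and dropped 0 of the paper's. Of the other settings chosen after seeing the values, the removed factors left out of the model gave 387 (243 and 144) and dropped 146, a smaller added value gave 361 (252 and 109) and dropped 166, and no further scaling gave 361 (161 and 200) and dropped 224.

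For single genes, the paper's log2 fold changes were compared with the log2 ratio of the group means, with nothing added. The standard error used as the bound is that of limma, with 0.5 CPM added. For genes near 0 in a group it understates the spread of such a ratio. A difference beyond it is thus not by itself a disagreement for these genes. Between CTRL females and CTRL males, Prss16 had 1.58 and the paper's value is 1.99, which only leaving out LM17, LM20 or LM23 brought within the standard error. Eif2s3y had -11.94 (the paper's value is -11.60) and Uty had -10.24 (the paper's value is -9.84), and without LM22, LM23 or LM24 both came within the standard error. Kdm5d had -11.24 (the paper's value is -11.14) and came within it without LM18 or LM20, and Ddx3y had -11.25 (the paper's value is -10.81) and came within it without LM23. S100a8 had -3.37 (the paper's value is -2.99) and came within it without LM19 or LM22. S100a9 had -3.95 (the paper's value is -3.19), and no alternative set before the data were examined came within it. The other alternatives set before the data were examined did not bring these genes within it, and without LM21 the CTRL female means of Eif2s3y and Uty are 0, so no ratio can be formed.

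In Supplementary Table 2 the paper's log2 fold change of Gabra3 is -1.25, and the deposited values gave -0.73. For Gabrq the paper's value is -0.73, and the deposited values gave -1.20. No alternative set before the data were examined came within the standard error for either gene. The authors' own deposited comparison gives -0.73 for Gabra3 and -1.25 for Gabrq, so each gene's value in the table is the other gene's value in the deposited comparison.

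The paper counts as DEGs in PS males several genes that limma did not: Kcnh4, Kcnk9, Kcna3, Cacng6, Cracr2a, Gsg1l, Gabrq and Hap1 among the lower genes, and Grm2, Grm4, Homer3, Tcf7l2 and Grid2ip among the higher. All 13 had the paper's direction. By qPCR the paper found Gsg1l, Kcnh4, Kcna3 and Cacng6 lower and Homer3 and Grm2 higher in PS males, with a trend for Gabrq. Its Supplementary Table 2 also lists Hap1 as concordant. Kcnk9 and Kcna3 passed with the FDR alone. Kcnh4, Cacng6, Grm2, Grm4 and Homer3 passed with only the 8 libraries compared, and Cacng6 also with upper-quartile scaling. Every one of the 13 except Cracr2a, Gsg1l and Grid2ip passed when some single library was left out. Chosen after seeing the values, the removed factors left out of the model also called Kcnh4, Cacng6, Gabrq, Hap1, Grm2, Grm4, Homer3 and Tcf7l2, a smaller added value called Kcna3 and Cacng6, and no further scaling called Cacng6 and Grm4. The paper counts Slc6a5 and Dbh as higher in PS females, where limma gave adjusted p = 0.501 and 0.264 and no limma setting called either. By qPCR the paper found Dbh significantly higher in PS females and a trend for Slc6a5. Of the paper's other genes between CTRL females and CTRL males, Sec1 passed without LM17. With the removed factors left out of the model, chosen after seeing the values, S100a8, S100a9 and Sec1 passed, and S100a9 also with a smaller added value.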

Other observations

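The counts over other splits were set before their result was seen, and no test in this part was chosen after.

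For PS and CTRL females the real groups gave 0 DEGs and the highest other split gave 2, and since no split can give fewer than 0, all 35 of 35 gave as many by construction and the count says nothing about chance. For CTRL females and CTRL males, 1 of 35 splits, the real one, gave as many as its 8 DEGs, and the highest other split gave 0. For PS females and PS males, 1 of 35 splits, the real one, gave as many as its 299 DEGs, and the highest other split gave 51. The authors' correction used the real groups, which lowers the number in other splits, so these last counts leave chance open.

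In PS males, Oxtr, the oxytocin receptor gene, had 21.6 CPM and in CTRL males 39.8 CPM, a log2 fold change of -0.95 (SE 0.23, limma, adjusted p = 0.044). Crh, the corticotropin-releasing hormone gene, had a log2 fold change of -0.85 (SE 0.23, limma, adjusted p = 0.0608). Of 14 genes of the HPA axis and stress peptides, 1 was lower by limma in PS males (3 higher and 3 lower when adjusted over the list alone; camera, adjusted p = 0.878). Of 14 genes of GABA synthesis, transport and trafficking, 0 passed limma (1 higher and 2 lower when adjusted over the list alone; camera, adjusted p = 0.0253, and adjusted p = 0.481 with an estimated correlation). Of 18 immediate early genes, 0 passed limma (1 higher when adjusted over the list alone; camera, adjusted p = 0.0494, and adjusted p = 0.681 with an estimated correlation). Of 13 genes of basolateral amygdala excitatory neurons, 0 passed limma (1 higher and 3 lower when adjusted over the list alone; camera, adjusted p = 0.477). Of 14 genes of cortex and piriform neurons, 3 were lower by limma (1 higher and 3 lower when adjusted over the list alone; camera, adjusted p = 0.545). Of 17 genes of endothelium, pericytes and meninges, 1 was higher by limma (1 when adjusted over the list alone; camera, adjusted p = 0.553). The lists of striatal neurons (8 genes; camera, adjusted p = 0.113) and of choroid plexus and ependyma (5 genes; camera, adjusted p = 0.062) had 0 genes passing limma either way.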
